# The MOV10 RNA helicase is a dosage-dependent host restriction factor for LINE1 retrotransposition in mice

**DOI:** 10.1371/journal.pgen.1010566

**Published:** 2023-05-01

**Authors:** Yongjuan Guan, Hongyan Gao, N. Adrian Leu, Anastassios Vourekas, Panagiotis Alexiou, Manolis Maragkakis, Zhenlong Kang, Zissimos Mourelatos, Guanxiang Liang, P. Jeremy Wang

## Abstract

Transposable elements constitute nearly half of the mammalian genome and play important roles in genome evolution. While a multitude of both transcriptional and post-transcriptional mechanisms exist to silence transposable elements, control of transposition *in vivo* remains poorly understood. MOV10, an RNA helicase, is an inhibitor of mobilization of retrotransposons and retroviruses in cell culture assays. Here we report that MOV10 restricts LINE1 retrotransposition in mice. Although MOV10 is broadly expressed, its loss causes only incomplete penetrance of embryonic lethality, and the surviving MOV10-deficient mice are healthy and fertile. Biochemically, MOV10 forms a complex with UPF1, a key component of the nonsense-mediated mRNA decay pathway, and primarily binds to the 3′ UTR of somatically expressed transcripts in testis. Consequently, loss of MOV10 results in an altered transcriptome in testis. Analyses using a LINE1 reporter transgene reveal that loss of MOV10 leads to increased LINE1 retrotransposition in somatic and reproductive tissues from both embryos and adult mice. Moreover, the degree of LINE1 retrotransposition inhibition is dependent on the *Mov10* gene dosage. Furthermore, MOV10 deficiency reduces reproductive fitness over successive generations. Our findings demonstrate that MOV10 attenuates LINE1 retrotransposition in a dosage-dependent manner in mice.

## Author summary

Transposable elements (TEs), including L1 and SINEs, are abundant in the genome and play important roles in evolution, development, and diseases. While TEs propagate in individuals and across generations, the host organism needs to suppress them, resulting in an ongoing arms race between TEs and the host genome. L1, a retrotransposon, accounts for about 17% of the mammalian genome. L1 encodes two proteins, which bind to the L1 transcript to form L1 ribonucleoprotein particles. L1 proliferates in the genome via retrotransposition. A multitude of transcriptional and post-transcriptional mechanisms exist to suppress TEs, however, retrotransposition of TEs remains poorly understood. L1 ribonucleoprotein particles are associated with a large number of host proteins, one of which is the MOV10 RNA helicase. MOV10 exhibits anti-viral activities against retroviruses such as HIV-1. In cultured cells, MOV10 is an inhibitor of retrotransposition of L1, SINEs, and IAP. Although MOV10 is expressed in a broad range of tissues, loss of MOV10 causes only incomplete penetrance of embryonic lethality. The viable MOV10-deficient mice are grossly normal and fertile. Importantly, analyses using a L1 transgene reporter reveal that MOV10 inhibits L1 retrotransposition in both somatic tissues and reproductive tissues in a gene dosage-dependent manner. Therefore, MOV10 functions as a host restriction factor for L1 and possibly other transposable elements *in vivo*.

## Introduction

Transposable elements (TEs) constitute ~40% of the mammalian genome. Despite sometimes being called “junk” DNA, TEs play important roles in genome evolution, development, and diseases [1–4]. TEs have an enormous capacity to amplify in the host genome. On one hand, integration of TEs into new genomic sites can change the level or pattern of neighboring gene expression or generate new genes, resulting in greater genetic diversity that could be beneficial to the host [2,3]. On the other hand, genomic insertion can disrupt gene function and cause immediate harm to the host cell/organism. Indeed, many sporadic genetic diseases in animal species and humans are caused by transposon insertion [1]. While TEs exploit the host cellular machinery to propagate, the host in turn has evolved multiple mechanisms to suppress their mobilization to protect genome integrity [5]. The outcome of the ongoing arms race between the parasitic TEs and the host is particularly critical in the germline, where TE-induced genetic changes can impact fertility and the genetic integrity over subsequent generations.

Retrotransposons, including endogenous retroviruses, are the only known active TEs in mouse and human. While the vast majority of retrotransposons are truncated inactive copies, a subset of elements remains intact and are capable of transposition–the insertion of new copies at new genomic locations. LINE1 (long interspersed nuclear element-1; L1), SINEs (short interspersed nuclear elements), and LTR (Long terminal repeat) retrotransposons are active in mouse, while L1s, SINEs, and SVAs are active in human. L1 is the most abundant class of TEs in mammals, accounting for about 17% of the genome in mouse and human. It is estimated that up to 3000 copies of L1 in mouse [6] and ~100 copies of L1 in human are intact and active [7,8].

L1 retrotransposons mobilize in the genome through a “copy and paste” mechanism using reverse transcription. The 6-kb full-length L1 element contains two open reading frames (ORF1 and ORF2). The L1 ORF1 protein is an RNA-binding protein that forms a trimer and possesses nucleic acid chaperone activity [9]. The ORF2 protein exhibits endonuclease and reverse transcriptase activities [10,11]. ORF1 and ORF2 proteins bind the L1 mRNA transcript to form L1 ribonucleoprotein particles that are imported into the nucleus, resulting in possible integrations at new genomic locations. SINEs do not encode proteins and rely on L1-encoded ORF2 protein for retrotransposition [12,13]. Reverse transcription of L1 and SINE RNAs is primed by ORF2-nicked DNA in a process called target primed reverse transcription. Subsequently host-encoded DNA repair enzymes complete the integration reaction.

The host has evolved multiple mechanisms to inhibit retrotransposons to protect genome integrity, including DNA methylation [14,15], histone modifications [16,17], and small-non-coding RNAs such as piRNAs [18–25]. L1 contains a 5′ untranslated region (5′ UTR) that functions as its promoter. Normally, L1 is methylated at the CpG dinucleotides in its promoter and thus transcriptionally silenced. We previously identified MOV10L1, an RNA helicase specifically expressed in mouse germ cells, as a critical regulator of retrotransposons [26,27]. MOV10L1 interacts with all three mouse Piwi proteins and is required for biogenesis of all piRNAs [27–29]. Mechanistically, MOV10L1 binds directly to piRNA precursors to initiate piRNA biogenesis and its RNA helicase activity is required for this process [30–32]. piRNAs post-transcriptionally degrade L1 transcripts through Piwi proteins and transcriptionally silences active L1 transposons through de novo methylation of L1 promoters in the germline [33]. Inactivation of piRNA biogenesis factors such as MOV10L1 and Piwi proteins leads to de-silencing of retrotransposons in germ cells, meiotic arrest, and male infertility in mice.

Genetic studies have identified a large number of genes that are important for retrotransposon silencing in the germline [5]. Most of these genes function in the piRNA and DNA methylation pathways. These factors suppress transcription of retrotransposons and/or cause post-transcriptional degradation of retrotransposon transcripts. However, upregulation of retrotransposon transcripts does not necessarily lead to a proportional increase in new retrotransposition, suggesting that additional host factors block retrotransposition. Notably, proteomic studies have identified several dozens of cellular proteins that are associated with L1 ribonucleoprotein particles [34–36], one of which is MOV10 (Moloney leukemia virus 10), a homologue of MOV10L1. While MOV10L1 is germ cell-specific, MOV10 is widely expressed. MOV10 is also an RNA helicase [37]. MOV10 plays a role in host defense against retroviruses and inhibits the activity of retroviruses such as HIV-1 at multiple stages [38–41]. Notably, MOV10 is known to inhibit retrotransposition of L1, SINE, and IAP retrotransposons in cell culture-based assays [42–45]. MOV10 interacts with RNASEH2, a nuclear ribonuclease, which hydrolyzes the RNA strands of L1-specific RNA-DNA hybrids in a MOV10-dependent manner [46]. MOV10 cooperates with two terminal uridyltransferases, TUT4 and TUT7, to promote uridylation of human L1 mRNA to destabilize it and inhibit its reverse transcription [47]. While these studies have provided important insights into the role of MOV10 in preventing L1 retrotransposition in cultured cells, such a role for MOV10 in intact host organisms remains poorly understood. In a previous study [48], loss of MOV10 results in complete embryonic lethality in mice, and MOV10 suppresses retroelements and regulates brain development. Here we find that loss of MOV10 causes partial embryonic lethality. Using a L1 reporter transgene, we demonstrate that MOV10 is a host restriction factor for L1 retrotransposition in both somatic cells and germ cells in mice.

## Results

### Loss of MOV10 causes embryonic lethality with incomplete penetrance

In adult mice, the MOV10 protein is highly expressed in several tissues including testis, ovary, kidney, spleen, and liver, present at a low level in lung, but not detected in brain, heart, and muscle (Fig 1A). In HEK293T cells, MOV10 is associated with UPF1, a key component of the nonsense-mediated mRNA decay pathway [37,49,50]. Similar to MOV10, UPF1 is also abundantly expressed in multiple adult tissues but not heart and muscle (Fig 1A).

**Fig 1:**
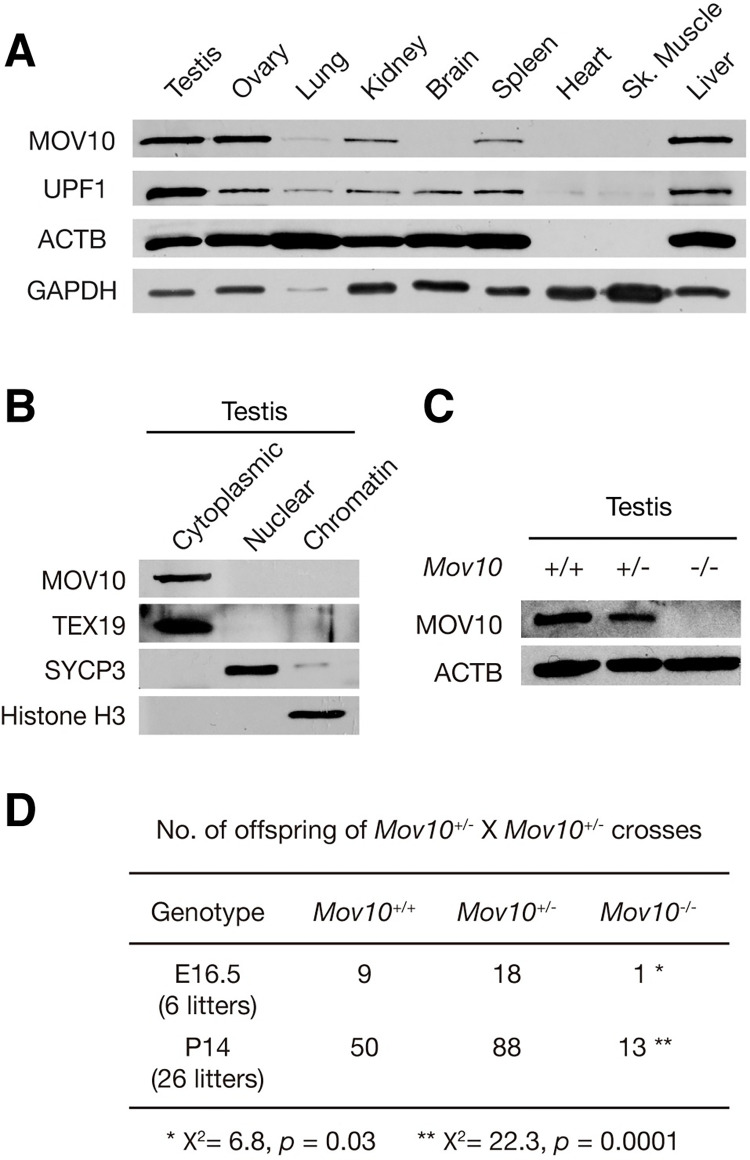
Loss of MOV10 leads to incomplete penetrance of embryonic lethality. (A) The expression of MOV10 in adult (8-week-old) mouse tissues. UPF1 is a MOV10-interacting protein (S1 Fig) [37]. ACTB and GAPDH serve as loading controls. Note that heart and skeletal muscle contain little ACTB. (B) MOV10 is cytoplasmic in 8-week-old testes. TEX19, SYCP3, and histone H3 serve as cytoplasmic, nuclear, and chromatin controls respectively [67]. (C) Western blot analysis of MOV10 in testes from 8-week-old *Mov10*^+/+^, *Mov10*^+/-^, and *Mov10*^-/-^ mice. (D) Number of offspring from *Mov10*^+/-^ × *Mov10*^+/-^ crosses at E16.5 and postnatal day 14 (P14).

To identify MOV10-associated proteins in tissues, we performed immunoprecipitation of mouse testicular extracts with anti-MOV10 antibody. Both the putative MOV10 band and one extra band in the immunoprecipitated proteins were subjected to mass spectrometry for protein identification (S1A Fig). In addition to the identification of MOV10, one associated protein was identified as UPF1 (S1A Fig). The association of MOV10 and UPF1 in testis was confirmed by co-immunoprecipitations and Western blot analyses (S1B and S1C Fig), showing that, as in human HEK293T cells, MOV10 forms a complex with UPF1 in mouse tissues.

Because of the high abundance of MOV10 in testis, we examined its expression in developing testes and found that the MOV10 abundance was constant in testes from postnatal day 6 (P6) to P56 (adulthood) (S2A Fig). Western blot analysis using fractionated testicular extracts showed that MOV10 was cytoplasmic (Fig 1B). Immunofluorescence of MOV10 in frozen sections from embryonic 16.5 (E16.5), P0, and 8-week-old testes showed that MOV10 was highly expressed in the cytoplasm of Sertoli cells, gonocytes, spermatogonia, leptotene and zygotene spermatocytes, but present at a low level in pachytene spermatocytes and not detected in spermatids (S2B Fig). In the adult ovary, MOV10 was abundant in granulosa cells but not in oocytes (S2B Fig). These results demonstrate that MOV10 is a broadly expressed cytoplasmic protein in testis and ovary.

As its relatively ubiquitous expression suggests that conventional knockout of *Mov10* could be embryonic lethal, we generated a *Mov10* conditional (floxed) allele (referred to as *Mov10*^fl^) through gene targeting in embryonic stem (ES) cells by homologous recombination (S3 Fig). MOV10 has two RNA helicase domains at its C-terminal half: the DEXXQ/H-box helicase domain of Helz-like helicases and the C-terminal helicase domain of UPF1-like family helicases (S3A Fig). Cre-mediated deletion of floxed exons 8–14 deletes the first RNA helicase domain and causes a frame shift in the mutant transcript (S3B Fig). We used *Ddx4*-Cre and *Amh*-Cre to inactivate *Mov10* in germ cells and gonadal somatic cells respectively. *Ddx4*-Cre (also called Vasa-Cre) expression begins in germ cells at embryonic day 15 in both sexes [51]. *Amh* (anti-Mullerian hormone)-Cre is specifically expressed in Sertoli cells in testis and granulosa cells in ovary [52]. Immunofluorescence analysis revealed that, as expected, MOV10 was absent in germ cells but present in Sertoli cells in *Mov10*^fl/-^ *Ddx4*-Cre testis, whereas MOV10 showed the opposite expression pattern in *Mov10*^fl/fl^ *Amh*-Cre testis (S3C Fig). However, to our surprise, both *Mov10*^fl/-^ *Ddx4*-Cre and *Mov10*^fl/fl^ *Amh*-Cre conditional knockout mice were fertile.

We next used the ubiquitously expressed *Actb*-Cre to generate *Mov10* global knockout mice. *Actb*-Cre is under the control of the strong β-actin promoter [53]. Strikingly, intercross of *Mov10*^+/-^ mice produced viable *Mov10*^-/-^ (global knockout) offspring but at a reduced frequency, suggesting that *Mov10* deficiency causes partial embryonic lethality (Fig 1D). At E16.5, only one live *Mov10*^-/-^ embryo was observed, confirming the partial lethality phenotype (Fig 1D). Our *Mov10* mutant mice are on a mixed genetic background (129 x C57BL/6 x FVB), possibly influencing penetrance. The global knockout (*Mov10*^-/-^) mice were used in all the subsequent experiments. Histology of *Mov10*^-/-^ testis and ovary did not reveal obvious defects (S4 Fig). Western blot analysis showed that the MOV10 protein was reduced in *Mov10*^+/-^ testis and absent in *Mov10*^-/-^ testis (Fig 1C). In addition, MOV10 was absent in the *Mov10*^-/-^ testis by immunofluorescence, demonstrating that the knockout allele is null (S3C Fig). Strikingly, the surviving *Mov10*^-/-^ mice were grossly normal and fertile. These results demonstrate that MOV10 is important for embryogenesis but that the penetrance of lethality caused by loss of MOV10 is incomplete.

### MOV10 binds preferentially to somatic transcripts and 3′ UTRs in testis

Because MOV10 is an RNA-binding protein [37], we sought to identify its RNA targets in wild type P21 testis. 

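MOV10-bound RNA was sequenced from wild type testes at postnatal day 21 (P21) in 4 libraries, numbered 1, 2, 3 and 5, and the authors deposited the number of reads counted on each Ensembl gene without normalization. Ultraviolet light links the protein to the RNA it touches, and the linked RNA is then recovered with an antibody against MOV10. Between 3404 and 4934 reads per library were counted on genes, which is 0.026% to 0.0521% of all reads in the count files. The files list 99.5% to 99.6% of the reads of each library as not aligned, and of the reads placed either on a gene or outside all genes, 82.2% to 90.9% lay outside. One read therefore stood for 203 to 294 RPM (the paper's unit for scaled reads) over the reads counted on genes, and a count of 0 allowed up to 608 to 881 RPM. These limits cover counting error only. Replicates 1, 2 and 3 differed from each other by less than the sampling noise, with a chi-square over its degrees of freedom of 0.219 to 0.237 on the genes with at least 5 reads in a pair. The same measure was 1.63 to 1.93 between each of them and replicate 5, and 4.33 to 18.8 between RNA-seq libraries of the same genotype. The RPM of replicates 1, 2 and 3 was therefore averaged into that of 1 library, which leaves 2 libraries that count as separate. MOV10 binding was computed as the mean RPM in CLIP-seq divided by the mean RPM in 3 wild type P21 testis RNA-seq libraries. It was computed for the 268 genes with at least 10 reads in each assay. Those reads were summed over all 4 CLIP-seq libraries, so the same RNA could count more than once in replicates 1, 2 and 3. RPM was computed over the reads counted on genes.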

We performed high-throughput sequencing after cross-linking and immunoprecipitation (HITS-CLIP or CLIP-seq) (Fig 2A) [54]. Autoradiography after CLIP revealed specific MOV10-RNA protein complexes in the testis (Fig 2B). We extracted RNA from the main radioactive signal band and constructed cDNA libraries for sequencing. The fold enrichment in CLIP-seq data was calculated by normalization using the P21 testis RNA-seq data. 

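The minimum of 10 reads in each assay left 268 genes. Of these, 107 had a ratio of CLIP-seq RPM to wild type RNA-seq RPM above 10 and 160 had a ratio between 1 and 10. The count of 160 says little about binding, because the minimum nearly rules out a ratio under 1. In Gm11766, 10 CLIP-seq reads (4, 3, 3 and 0) stood for 462 RPM. The 10 most abundant genes of wild type replicate 1 together held 0.672% of its reads. The minimum of 10 reads leaves out genes without a CLIP-seq read; of the 18779 genes above 1 RPM in every wild type library, 15199 had none, and so a ratio of 0. A quasi-likelihood test in edgeR with Benjamini-Hochberg adjustment compared 2 CLIP-seq and 3 wild type libraries. It tested for any difference, and 263 genes were higher in CLIP-seq. Of these, 114 had an estimated fold change above 10, a threshold that was not itself tested. The reads of replicates 1, 2 and 3 entered as their sum, which overstates precision if these are 1 library. The setting that moved the number of highly bound genes most was a minimum of 1 read in each assay, which gave 797 highly and 2351 moderately bound genes. In the other direction, TMM scaling across both assays left 20 highly bound genes, and 17 in the test, and the paper's own formula, with all mapped reads as the total, left 18 (chosen after seeing the data). The 5 named genes with the highest ratios among those with at least 10 reads in every CLIP-seq and every wild type RNA-seq library were led by structural RNAs. The ribosomal RNA gene CT010467.1 (ENSMUSG00000106106, chromosome 17 of mm10, 39846353 to 39848827) had a ratio of 371, from 91 CLIP-seq reads and 17.5 ± 13.5 RPM in wild type RNA-seq (SD, n = 3). The ratio was 654 without wild type replicate 3, 120 over *Mov10*-/- RNA-seq, 87.7 with TMM and 49.3 with all mapped reads. Gm26917, annotated as a lincRNA, had a ratio of 240 and the mitochondrial ribosomal RNA mt-Rnr2 a ratio of 94.6. These were 53.8 and 21.4 with TMM, 101 and 64.6 over *Mov10*-/- RNA-seq, and 28.4 and 11.5 with all mapped reads. Gm26917 ends at 39846341, just before CT010467.1 starts. Whether its reads come from a separate RNA was not tested. The protein-coding genes Mllt6 and mt-Nd5 had ratios of 31.9 and 27.1, but 7.36 and 5.66 with TMM and 4.08 and 2.80 with all mapped reads. These are under 10, but both settings lowered the ratios of all 5 named genes, so this says nothing about Mllt6 or mt-Nd5 alone. The ratio of mt-Nd5 was 41.8 without CLIP-seq replicate 5. In Mllt6, replicate 5 gave 4864 RPM and replicates 1, 2 and 3 gave 3525 RPM on average, whereas mt-Nd5 had 2027 RPM in replicate 5 and 6856 RPM in the others. The RNA-seq libraries select RNA with a poly(A) tail, which nuclear ribosomal RNA lacks. St8sia2 and Flrt1, which S1 Table lists with the paper's fold enrichments of 412.9 and 400.553, had 8 and 7 CLIP-seq reads in all and did not reach the minimum; their ratios without a minimum were 5.29 and 13.2, and 6 of the 7 Flrt1 reads came from replicate 5. Mov10, Upf1 and Mov10l1 had 0 CLIP-seq reads.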

Our analysis showed that 2305 transcripts were highly bound by MOV10 (fold enrichment > 10), and 7174 transcripts moderately bound by MOV10 (1 < fold enrichment < 10, S1 Table). Quantifying the distribution of MOV10 CLIP tags showed that they were highly enriched in the 3′ UTRs relative to transcript coding regions (Fig 2C). However, we noticed an inverse relationship between MOV10-binding and transcript expression level in testis (Fig 2D), with highly bound transcripts expressed at low levels in testis, while those that were weakly bound by MOV10 were more highly expressed. 

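Across the 268 genes, the Spearman correlation between MOV10 binding and the wild type testis RPM was -0.749. It is a correlation across genes, which are not independent replicates. With each library left out in turn it stayed between -0.764 and -0.733. The binding ratio has testis expression as its denominator, and with wild type replicate 1 in the ratio and replicates 2 and 3 as expression the correlation was -0.715. With the CLIP-seq RPM itself as binding it was 0.197, opposite in direction. In 100 simulated draws in which CLIP-seq reads fell on genes in proportion to their wild type expression, with no preference for any gene, the correlation under the same minimum was between -0.963 and -0.84, and that of the CLIP-seq RPM with expression between 0.252 and 0.704, so that both observed values lie outside the draws at this minimum. With a minimum of 1 read the correlation of the ratio was -0.763, inside the draws (-0.793 to -0.761). In the draws 62 to 94 genes passed the minimum and 0 to 3 had a ratio above 10; with a minimum of 1 read, 300 to 396 did. From the inverse relation, the paper states that strongly bound transcripts are expressed at low levels in testis.

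**Figure D1:**
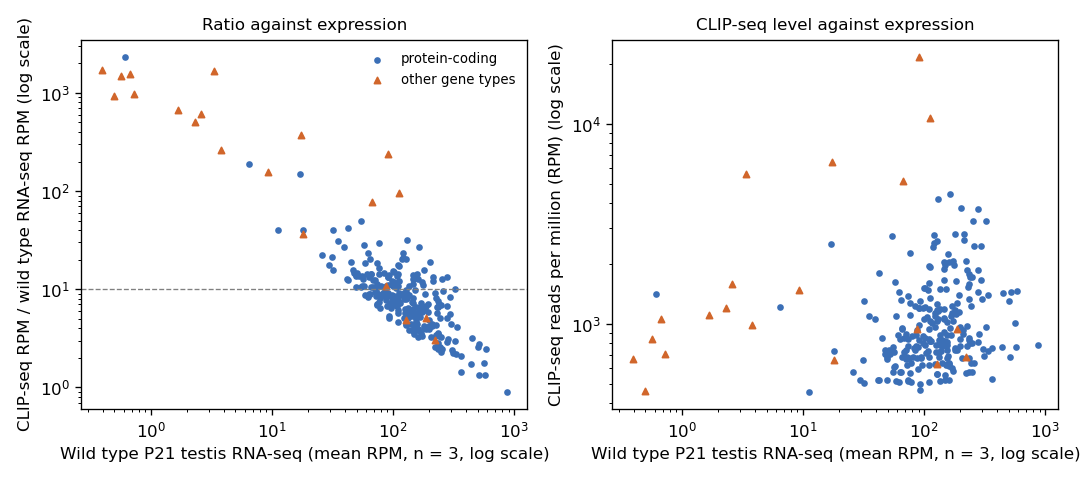
Left, CLIP-seq RPM over wild type RNA-seq RPM against wild type RNA-seq RPM for the 268 genes, with a dashed line at a ratio of 10; right, the CLIP-seq RPM of the same genes. Both axes are on a log scale, each point is 1 gene, and triangles are genes that are not protein-coding. The ratio falls with expression (Spearman correlation -0.749) and the CLIP-seq RPM does not (0.197).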

MOV10 interacts with UPF1 in testis (S1 Fig). CLIP-seq in mouse ES cells identified 210 UPF1-bound RNA targets [49]. 41 of these UPF1 targets (20%) overlapped with MOV10 highly bound CLIP targets (fold enrichment > 10), suggesting that they share RNA targets (S1 Table).

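All 41 genes that S1 Table lists as shared with UPF1 could be matched to the count files, 13 of them reached the minimum of 10 reads in each assay, and 3 had a ratio above 10. D10Wsu102e had a ratio of 13.1, Parvb of 23.3 and Gnl3l of 13.5, and the other 10 had ratios between 1 and 10. Because the minimum nearly rules out a ratio under 1, those 10 say little about binding. With replicate 5 left out, which leaves the averaged replicates 1, 2 and 3, 5 of the genes had a ratio above 10. With TMM scaling across both assays, 0 did, but TMM also lowered the number of all highly bound genes from 107 to 20. The fall to 0 may therefore reflect the scaling alone. The paper proposes from this overlap that MOV10 and UPF1 share RNA targets.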

**Fig 2:**
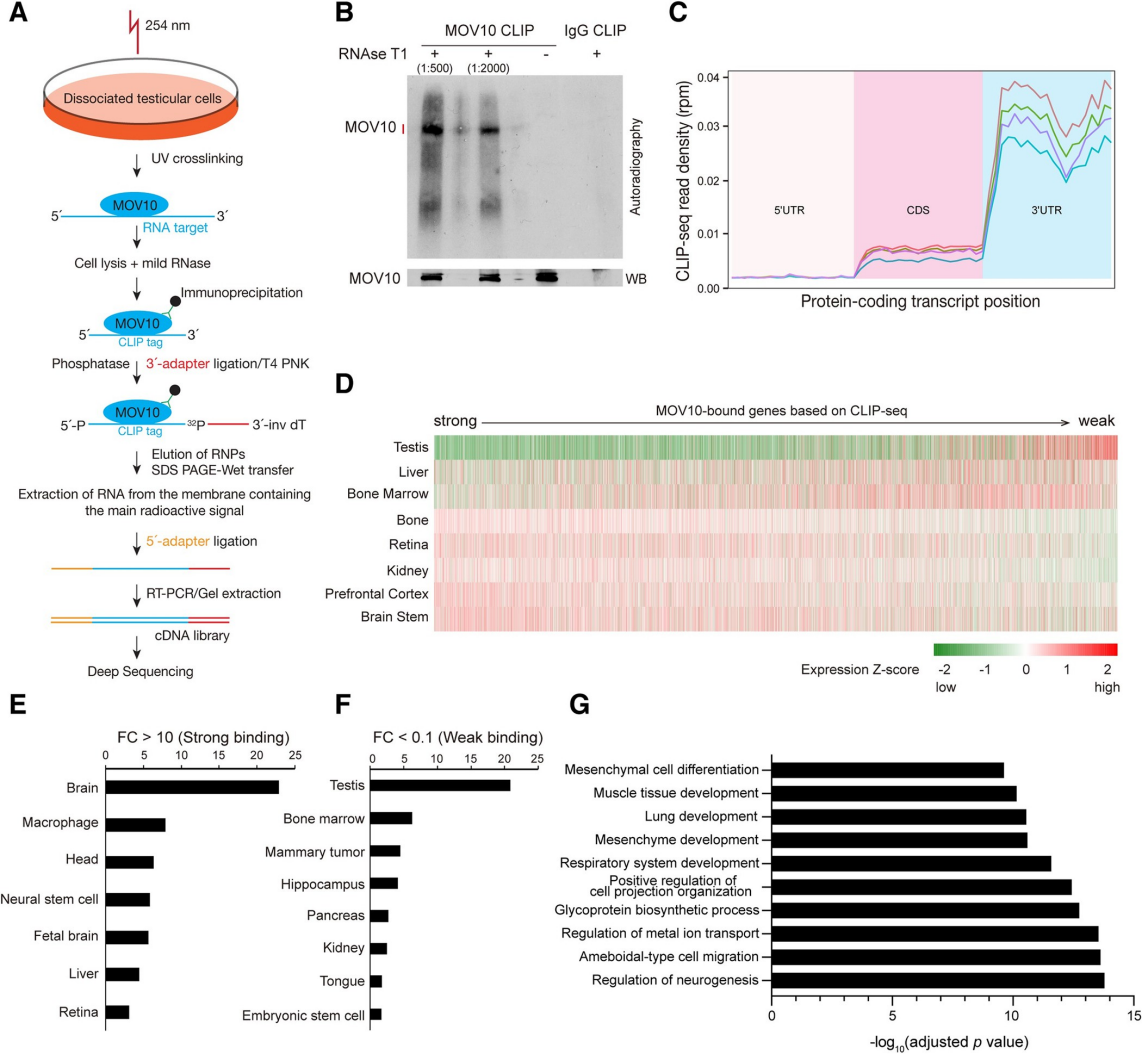
Transcriptome-wide identification of MOV10 RNA targets in testis by HITS-CLIP. (A) Graphic overview of the HITS-CLIP experimental strategy. (B) Autoradiography and Western blot analysis of the MOV10-RNA complexes from CLIP in testicular cells. Rabbit IgG serves as a negative control. Four libraries were constructed from RNA extracted from the main radioactive signal (red vertical line) and the higher position. (C) Distribution of MOV10 CLIP tags along protein-coding mRNAs (5’ UTR, coding sequence, and 3’ UTR). Y-axis, reads per million (RPM). (D) Expression heatmap of MOV10-bound transcripts in mouse testis and somatic tissues from 3-week-old mice (S5 Table). The transcripts were ordered from strong to weak based on MOV10-binding strength from the CLIP data. (E) Relative abundance of MOV10 strongly bound transcripts in different tissues. (F) Relative abundance of MOV10 weakly bound transcripts in different tissues. (G) Enrichment of GO categories in MOV10 highly-bound transcripts. A selection of top GO categories was plotted (S1 Table).

We next examined the expression of MOV10-bound transcripts in mouse somatic tissues by re-analyzing the RNA-seq data from these tissues (Fig 2D). We found that the transcripts highly bound by MOV10 in testis were highly expressed in somatic tissues, particularly in brain (Fig 2D and 2E), while those weakly bound by MOV10 in testis were highly expressed in testis (Fig 2D and 2F). GO analysis of MOV10 highly bound transcripts revealed enrichment of functional categories in regulation of neurogenesis, ameboidal-type cell migration, respiratory system development, and muscle tissue development (Fig 2G). These results raised the intriguing possibility that MOV10 modulates the testis transcriptome by binding to somatically expressed transcripts in the testis.

### Altered transcriptome in *Mov10*-deficient testis

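RNA from the testes of 3 wild type and 3 *Mov10*-/- mice at P21 was sequenced, and the deposited files hold the reads that the authors counted on each gene, without normalization. Wild type libraries carry replicate numbers 1, 2 and 3 and *Mov10*-/- libraries 2, 3 and 4. Between 5083407 and 9230540 reads per library were counted on genes, with a median of 8386939 in wild type and 7852026 in *Mov10*-/- testes. *Mov10*-/- replicate 3 had the fewest, with 57.2% of its reads not aligned. The files hold 55421 genes, and the 20240 genes above 1 RPM in at least 3 of the 6 libraries were tested with edgeR's quasi-likelihood test after TMM normalization; 15731 of them are protein-coding. Standard errors are the log2 fold change divided by the square root of the F statistic and are approximate. Mov10 (ENSMUSG00000002227, chromosome 3 of mm10, 104794836 to 104818563) checks the labels. Its level was 27.6 ± 1.39 CPM in *Mov10*-/- and 110 ± 12.0 CPM in wild type testes (SD, n = 3 each), a fold change that fell by 2.00 on the log2 scale (standard error 0.12, adjusted p = 0.00552 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every *Mov10*-/- library below every wild type library. Exons 8 to 14, which the allele lacks, make up 1058 of the 3584 nucleotides of the transcript, so that 70.5% of the reads would be left if nothing else changed, and 25.0% were (21.1% to 29.7%).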

To determine the effect of loss of MOV10 on the testicular transcriptome, we performed RNA-seq analysis of testes from P21 *Mov10*^+/+^ and *Mov10*^-/-^ mice. Using the cutoff (Fold change>2, FDR<0.05, RPM>1 in at least half of libraries), we found 926 down-regulated protein-coding genes and 60 upregulated protein-coding genes in *Mov10*^-/-^ testes (Fig 3A and S2 Table). 

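With a fold change over 2 and an adjusted p under 0.05 from edgeR's quasi-likelihood test, 1 protein-coding gene was lower in *Mov10*-/- testes, Mov10 itself, and 0 were higher. At an unadjusted p under 0.05 and with no minimum fold change, 1515 protein-coding genes were lower and 1003 higher. With each replicate left out in turn, these were 955 to 1684 and 458 to 1072. Of the 20240 genes tested, 5272 (26.0%) had every *Mov10*-/- library on one side of every wild type library, where chance gives 10%. The number called depended on the test. DESeq2 called 618 lower and 39 higher, and edgeR's exact test 621 lower and 47 higher. The smallest p that 3 mice against 3 can give in a permutation test is 0.1. Without *Mov10*-/- replicate 3, *Mov10*-/- replicate 4 or wild type replicate 3, Mov10 also lost its call, with adjusted p of 0.111, 0.146 and 0.0516 from the same quasi-likelihood test.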

Notably, the upregulated genes in *Mov10*^-/-^ testes were highly expressed in somatic tissues, such as retina, hippocampus, and liver (Fig 3B). However, the downregulated genes in *Mov10*^-/-^ testes were strongly expressed in the testis in comparison with somatic tissues (Fig 3C). 

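Apart from Mov10, the genes that S2 Table lists first did not reach an adjusted p under 0.05 in edgeR's quasi-likelihood test. Their adjusted p, with Benjamini-Hochberg adjustment, lay between 0.0587 and 0.0876. BC023719, annotated as antisense, had 0 reads in all 3 wild type libraries and 9.22 ± 1.97 CPM in *Mov10*-/- testes (SD, n = 3), at least 22.4-fold higher. The pseudogene Gm4134 was at least 26.0-fold higher and the protein-coding gene Gm10406 at least 7.96-fold higher, while the processed transcript Gm43305 was at least 33.8-fold lower. Gm10260 rose by 4.07 on the log2 scale. Gm36684, with 4, 0 and 1 reads in wild type libraries, rose by 5.39, but by 6.86 without wild type replicate 1. It rose by 7.09 with a block on the replicate number, which rests on replicates 2 and 3. The size of its rise is therefore uncertain. Each of these 6 genes had its 3 *Mov10*-/- libraries on one side of the 3 wild type libraries. Gm4134 is annotated as an unprocessed pseudogene, whose reads the counting could have split with a copy, and BC023719 as antisense to another gene, so that their levels are uncertain. Upf1 (log2 fold change 0.22) and Mov10l1 (0.12) did not differ. Tissues other than testis were not analysed here.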

Consistently, GO analysis revealed that the down-regulated genes were highly enriched in several reproductive processes such as spermatid differentiation, fertilization, and sperm motility (Fig 3D), whereas the up-regulated genes were moderately enriched in one GO term: negative regulation of viral process (the adjusted *p* value < 0.003; S2 Table). 

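Gene ontology terms were not analysed here; lists of marker genes were written before the data were examined. Of the spermatid list's 50 genes, 47 were tested. Their median log2 fold change was -2.11, 27 had every *Mov10*-/- library below every wild type library where chance gives 10% in either direction, and 0 were higher in that way. In edgeR's quasi-likelihood test 0 list genes were called over all genes tested, and 35 when p was adjusted over the list alone. S2 Table shows 38 of the list's genes. Whether it shows a gene depends on its change, so this count does not tell whether the list is independent of the study's own choice. The test camera with a preset correlation between genes of 0.01 gave an adjusted p of 8.64e-22 for the spermatid list, with Benjamini-Hochberg adjustment over 11 lists. With the correlation estimated from the data the camera adjusted p was 0.309, and with fry it was 0.21; under neither did any of the lists reach 0.05. The spermatid score, the mean log2 CPM of the list relative to the 6 libraries, was -0.91 ± 0.71 in *Mov10*-/- and 0.91 ± 0.99 in wild type testes (SD, n = 3 each; exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Leaving out wild type replicate 2 moved the median log2 fold change of the list to -1.34. The antiviral list, with 32 genes tested, had a median log2 fold change of 0.29 (camera adjusted p = 0.00267 with Benjamini-Hochberg adjustment), and 3 of its genes were higher in every *Mov10*-/- library than in every wild type library. Without *Mov10*-/- replicate 4 its median was 0.16, and without wild type replicate 3 it was 0.43. The paper reasons that the reproductive processes enriched among the lower genes (Fig 3D) go with the strong expression of these genes in testis (Fig 3C).

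**Figure D2:**
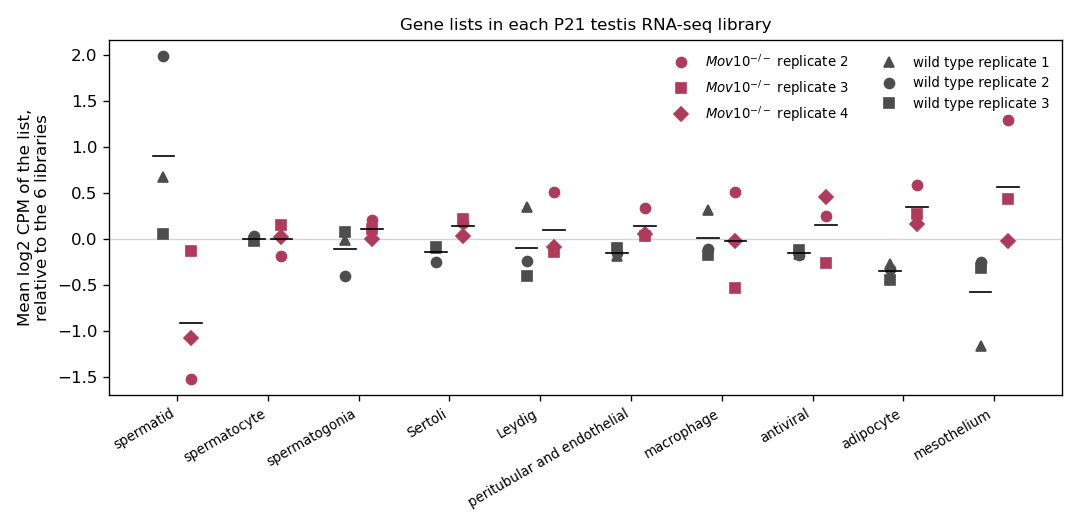
Mean log2 CPM of each gene list relative to the 6 libraries, for 10 of the 11 lists (the epididymis list, with 3 genes tested, is left out). Each point is 1 library, wild type in grey and *Mov10*-/- in red, and bars are means of 3. The spermatid score ranges from 0.06 to 1.99 in wild type and from -1.52 to -0.13 in *Mov10*-/- testes.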

We performed correlation analysis between MOV10-binding (CLIP-seq) and the differential gene expression in *Mov10*^-/-^ testis but did not find a correlation. 

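Across the 265 genes with both values, the Spearman correlation between the MOV10 binding ratio and the log2 fold change in *Mov10*-/- testes was 0.337. It is across genes, which are not independent replicates. Both measures contain the wild type libraries. In 100 simulations of unchanged groups with genes drawn independently, the same measure lay between -0.102 and 0.209, against 0.335 observed. Drawing genes independently understates the spread. When the 6 libraries were regrouped in all 10 splits of 3 against 3, the correlation was as large in either direction in 3, the real split included, with a range of -0.12 to 0.373. With wild type replicate 1 in the ratio and replicates 2 and 3 in the fold change, the correlation was 0.287. It was 0.0982 with the CLIP-seq RPM as binding. Without wild type replicate 2 it was 0.156 and without *Mov10*-/- replicate 2 it was 0.146. The median log2 fold change was 0.23 in the 104 highly bound genes, 0.13 in the 160 moderately bound and 0.03 in all genes tested.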

MOV10 was reported to decrease the level of L1 transcripts in somatic cell lines [43,45]. Therefore, we examined whether L1 transcripts were affected in *Mov10*-deficient mouse testis. Our analysis showed that the overall abundance of L1 transcripts was not changed in *Mov10*-deficient testis in comparison with wild type controls (Fig 3E). Collectively, these results support that MOV10 modulates the transcriptome in testis.

**Fig 3:**
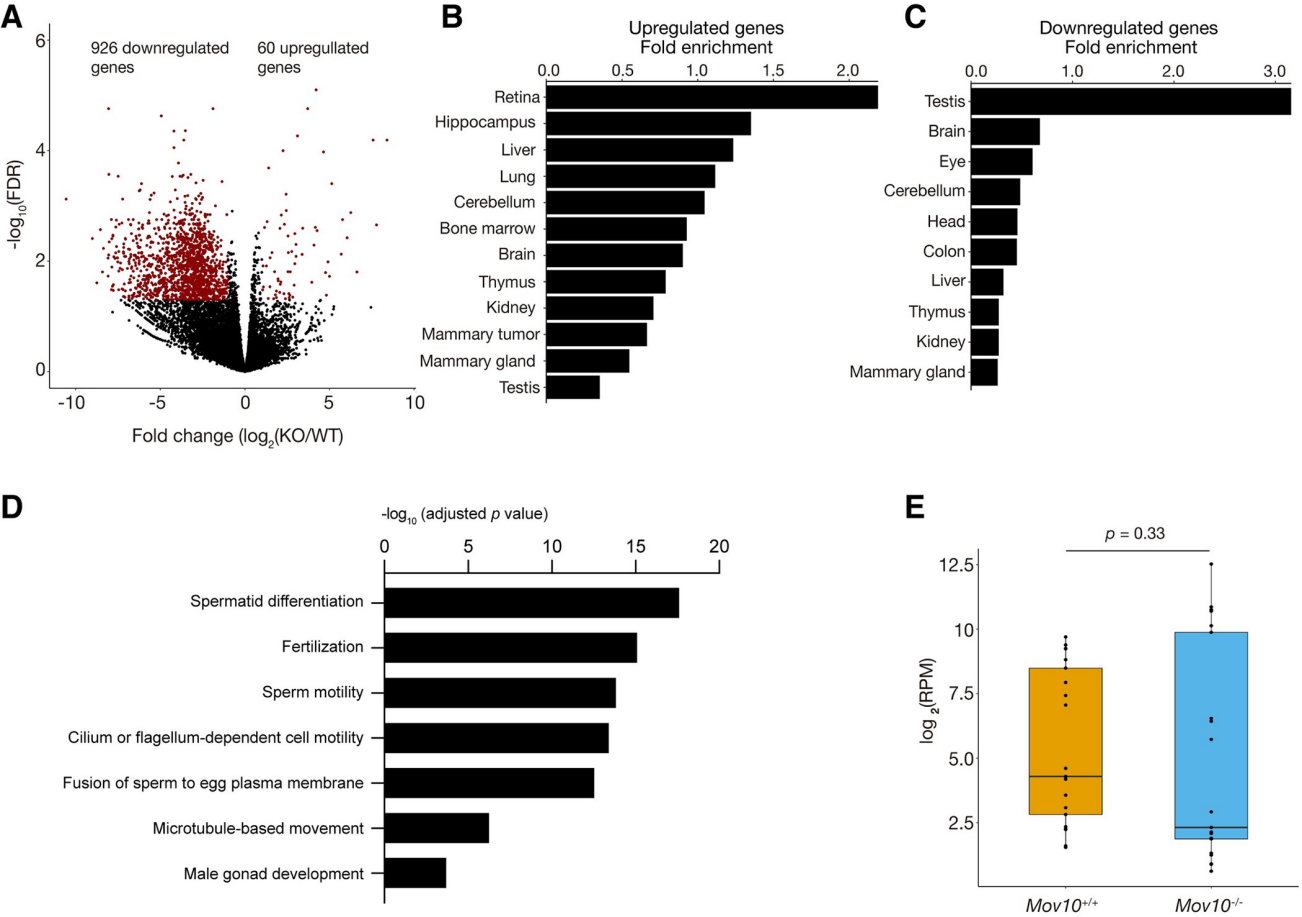
Altered transcriptome in *Mov10*-deficient testes. (A) Volcano plot of transcript levels of protein-coding genes between *Mov10*^+/+^ and *Mov10*^-/-^ testes at P21. Red dots indicate differentially expressed genes. (B) Relative expression of upregulated genes in *Mov10*^-/-^ testes in different tissues. (C) Relative expression of downregulated genes in *Mov10*^-/-^ testes in different tissues. (D) Enrichment of GO categories in down-regulated genes. (E) The expression of overall L1 elements in testes from P21 *Mov10*^+/+^ and *Mov10*^-/-^ mice. Each dot represents one L1 family.

### MOV10 inhibits L1 retrotransposition in mice

MOV10 inhibits retrotransposition of L1, SINE, and IAP retrotransposons in cell culture-based retrotransposition assays [42,43,45,46,48], suggesting that it may act as a host restriction factor for retrotransposons *in vivo*. As endogenous L1 elements are highly repetitive, it is difficult to distinguish new L1s from preexisting L1s. Therefore, we used an L1 reporter transgene, referred to as L1^tg^ [55]. This L1 transgene has several key features: 1) its transcription is under the control of an endogenous mouse L1 promoter, which is methylated and thus repressed *in vivo*; 2) its two ORFs are codon-optimized to maximize translation; 3) it contains an intron in the disrupted GFP cassette in its 3′ UTR that serves as an indicator of retrotransposition; and 4) the transgene is single copy (inserted in the first intron of the *Tnr1* gene on Chr. 1) (Fig 4A) [55]. As the intron is expected to be spliced out following transcription, new L1 insertions should lack the intron and thus can be distinguished from the donor L1 transgene. The promoter of this L1^tg^ transgene is methylated and thus repressed *in vivo* [55].

**Fig 4:**
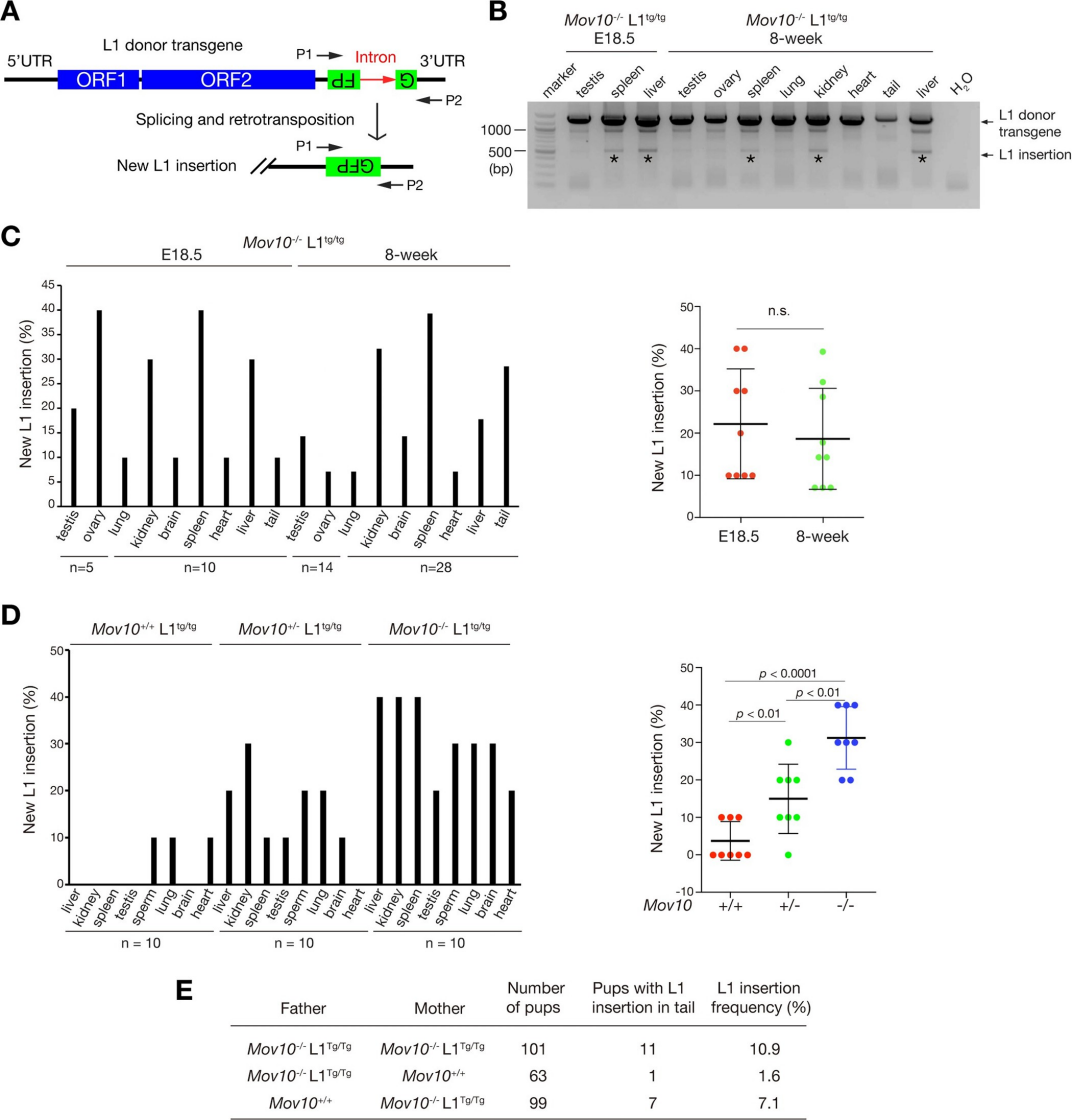
MOV10 inhibits L1 retrotransposition *in vivo*. (A) Schematic diagram of the single copy L1 reporter transgene (L1^tg^) as previously reported [55]. PCR primers P1 and P2 amplify both the donor transgene and new L1 insertion that lacks the intron. (B) The intron-flanking PCR detection of new L1 insertions in multiple tissues from E18.5 *Mov10*^-/-^ L1^tg/tg^ embryos and 8-week-old *Mov10*^-/-^ L1^tg/tg^ mice. The L1 donor transgene band (1.4 kb) and the new L1 insertion band (500 bp) are labeled. The black asterisk indicates the detected new L1 insertion band. (C) The percentage of the presence of new L1 insertions in tissues from E18.5 *Mov10*^-/-^ L1^tg/tg^ embryos and 8-week *Mov10*^-/-^ L1^tg/tg^ mice. Plot of L1 insertion frequency is shown on the right. Each point represents L1 insertion frequency (percentage) in one tissue. n.s.: non-significant. (D) The percentage of new L1 insertions in tissues from 8-week-old *Mov10*^+/+^ L1^tg/tg^, *Mov10*^+/-^ L1^tg/tg^, and *Mov10*^-/-^ L1^tg/tg^ mice. Plot of L1 insertion frequency is shown on the right. Each point represents L1 insertion frequency (percentage) in one tissue. Eight tissues (liver, kidney, spleen, testis, sperm, lung, brain, and heart) are included. Statistics, Student’s *t*-Test. Numerical data are shown in S6 Table. **(**E) The L1 insertion frequency in tail genomic DNA of offspring from different crosses.

To trace new L1 insertions in the genome, we introduced this L1^tg^ reporter transgene into our *Mov10*^-/-^ mice. Intron-flanking PCR of genomic DNA identified new L1 copies in a subset of tissues from E18.5 embryos and 8-week-old *Mov10*^-/-^ L1^tg/tg^ mice (Fig 4B). Sequencing of the PCR bands confirmed that the new L1 insertions lacked the intron and thus originated from retrotransposition.

To compare the L1 insertion frequency in different tissues, we examined a total of 80 tissues from 10 *Mov10*^-/-^ L1^tg/tg^ embryos (5 males and 5 females; 8 tissues per embryo) at E18.5 and detected new L1 copies in all tissues, with higher insertion frequencies in spleen, ovary, liver, and kidney, but relatively lower insertion frequencies in lung, brain, and heart (Fig 4C). We then analyzed 224 tissues from 8-week-old *Mov10*^-/-^ L1^tg/tg^ mice (14 males and 14 females; 8 tissues per mouse) and found higher L1 insertion frequencies in spleen and kidney but lower frequencies in lung, brain, and heart (Fig 4C). MOV10 protein abundance was high in liver, kidney, and spleen (Fig 1A). These results showed that the new L1 insertion frequency in embryonic and adult *Mov10*^-/-^ tissues correlated with the MOV10 protein abundance in wild type tissues. In addition, the L1 insertion frequencies were similar between E18.5 tissues and adult tissues, indicating that the L1 insertion frequency in *Mov10*^-/-^ tissues is likely to be age-independent (Fig 4C).

To further test whether MOV10 functions as a retrotransposition-restricting factor, we analyzed testis, epididymal sperm, and somatic tissues from *Mov10*^+/+^ L1^tg/tg^, *Mov10*^+/-^ L1^tg/tg^, and *Mov10*^-/-^ L1^tg/tg^ mice. We made several observations. First, new L1 insertions were rare but detectable in 10% of lung, heart, and sperm samples from the *Mov10*^+/+^ L1^tg/tg^ mice (Fig 4D). Second, compared with *Mov10*^+/+^ L1^tg/tg^ and *Mov10*^+/-^ L1^tg/tg^ mice, new L1 insertions in *Mov10*^-/-^ L1^tg/tg^ mice were increased, with the highest insertion frequencies in kidney, spleen, and liver (Fig 4D). Third, the new L1 insertion frequency was higher in tissues from *Mov10*^+/-^ L1^tg/tg^ mice than those from *Mov10*^+/+^ L1^tg/tg^ mice (Fig 4D), indicating that MOV10 inhibits L1 retrotransposition in a dosage-dependent manner. Fourth, L1 insertions were also detected in epididymal sperm, suggesting that these L1 insertions might be germline transmissible (Fig 4D). All these data support that MOV10 is a dosage-dependent inhibitor of L1 retrotransposition in both reproductive and somatic tissues in mice.

We analyzed new L1 insertions in tail genomic DNA of 101 offspring from the mating of *Mov10*^-/-^ L1^tg/tg^ males with *Mov10*^-/-^ L1^tg/tg^ females, and detected new L1 insertions in 11 pups (Fig 4E). We then examined the offspring from matings of *Mov10*^-/-^ L1^tg/tg^ males or females with wild type mice to distinguish male from female germline transmissions. Out of 63 offspring from the mating of *Mov10*^-/-^ L1^tg/tg^ males with *Mov10*^+/+^ females, a new L1 insertion was detected in the tail of only one pup (Fig 4E). Out of 99 offspring from the mating of *Mov10*^-/-^ L1^tg/tg^ females with *Mov10*^+/+^ males, new L1 insertions were detected in the tails of 7 pups (Fig 4E). However, we examined seven tissues (lung, kidney, brain, spleen, heart, liver, and testis or ovary) from 9 pups with L1 insertion-positive tails, and only one pup (from the *Mov10*^-/-^ L1^tg/tg^ intercross) had L1 insertions in all tissues examined. These results suggest that most L1 insertions detected in tail were not germline-transmitted but rather reflected new L1 insertions that occurred only in the tail.

### Impact of MOV10 deficiency on reproductive fitness over multiple generations

To test whether MOV10 deficiency affects reproductive fitness over multiple generations, we intercrossed *Mov10*^+/-^ mice (G0) to obtain *Mov10*^-/-^ mice (G1), which were then intercrossed to produce G2 *Mov10*^-/-^ mice. Successive intercrosses were made until the sixth generation (G6) (Fig 5A). Three males from each generation were analyzed for testis weight, sperm count, testis histology, and litter size. The data from *Mov10*^+/-^ mice (G0) served as the control. G1 *Mov10*^-/-^ mice displayed similar parameters such as testis weight and sperm count as *Mov10*^+/-^ mice (G0) (Fig 5B–5G). However, G2 *Mov10*^-/-^ mice exhibited significant reductions in testis weight, sperm count, and an increased percentage of abnormal seminiferous tubules (Fig 5B–5D). The percentage of Sertoli cell-only tubules and litter size of G2 mice were similar with G0 mice (Fig 5E and 5F). G3 *Mov10*^-/-^ mice showed further reduction in the testis weight and sperm count, and further increase in the percentage of abnormal tubules (Fig 5B–5D). The litter size of the mice decreased from 5.8 at G0 to 3.8 at G3, but the decrease did not reach statistical significance (*p* = 0.10, Fig 5F). These results showed that while the reproductive fitness of *Mov10*^-/-^ mice decreased from G1 to G3, it did not continue to exacerbate in *Mov10*^-/-^ mice beyond G3. Although the *Mov10*^-/-^ mice from G4 to G6 still showed smaller testis, reduced sperm count, and defective spermatogenesis, the defects were less severe than in G3 mice (Fig 5B–5G). These results show that reproductive fitness of *Mov10*^-/-^ mice worsens progressively until the third generation but recovers to a limited extent in later generations.

**Fig 5:**
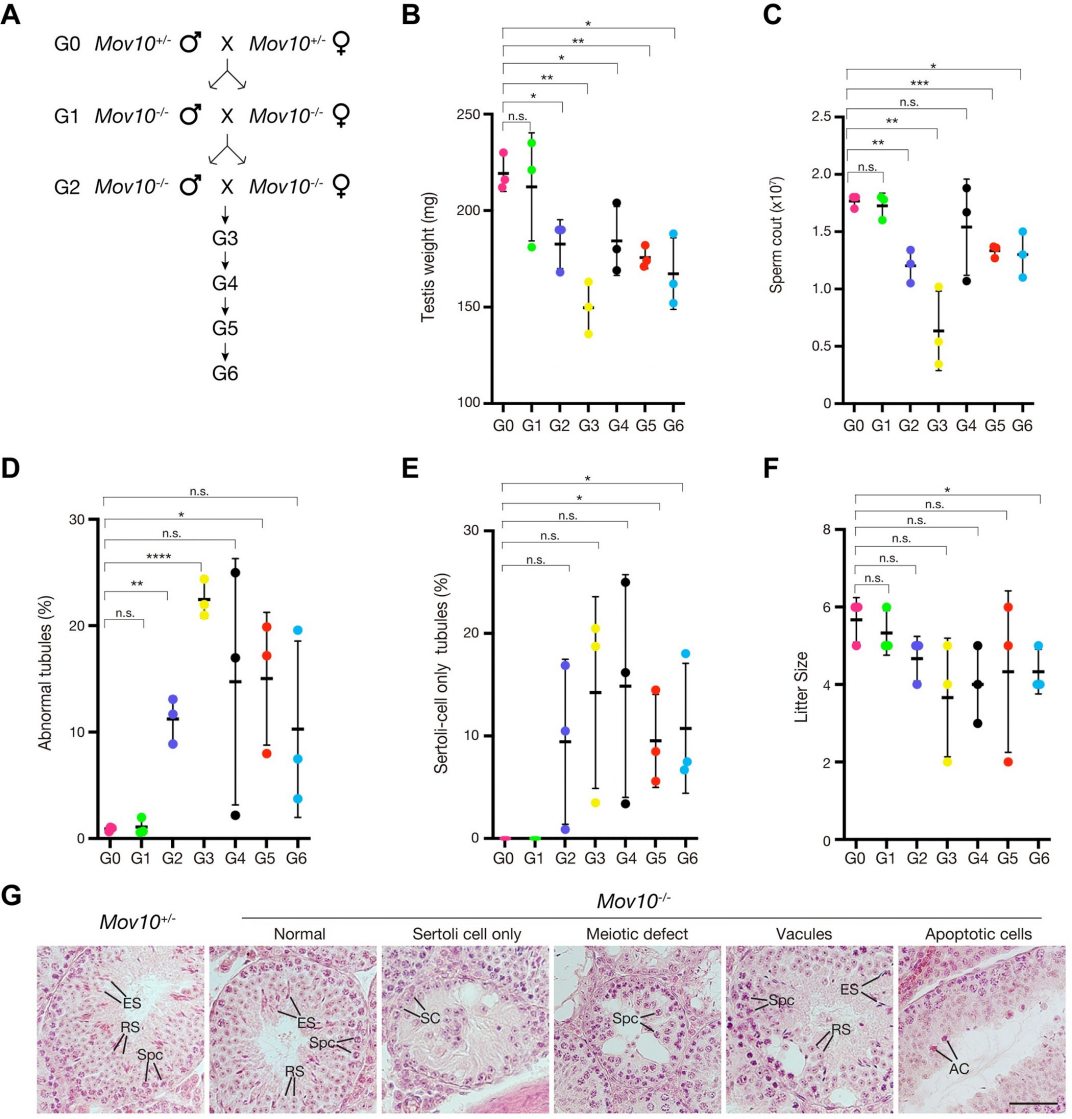
Effect of MOV10 deficiency on the fertility parameters over successive generations. (A) Breeding strategy for successive generations of *Mov10*^-/-^ mice. (B-F) Analyses of 8-week-old *Mov10*^-/-^ mice over six generations: testis weight (B), sperm count (C), percentage of abnormal tubules (D), percentage of Sertoli cell only tubules (E), and litter size (F). Analyses of G0 *Mov10*^+/-^ mice were included for comparison. Statistics, Student’s *t*-Test; n.s., non-significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001. Numerical data are shown in S6 Table. (G) Histology of testes from 8-week-old *Mov10*^+/-^ and *Mov10*^-/-^ mice. Abbreviations: SPC, spermatocyte; RS, round spermatids; ES, elongated spermatids; SC, Sertoli cells; AC, apoptotic cells. Scale bar, 50 μm.

## Discussion

While a multitude of transcriptional and post-transcriptional mechanisms exist to silence TEs, control of transposition *in vivo* remains poorly understood. Based on findings from this and previous studies, we propose a unifying model for the function of two homologous RNA helicases, MOV10 and MOV10L1, in suppression of retrotransposons in mouse. As both MOV10 and MOV10L1 are conserved in vertebrates including humans, we expect this model to be applicable to all vertebrates. Despite their sequence homology, our results show that MOV10 and MOV10L1 play distinct roles in control of retrotransposons (Fig 6). Previous studies revealed that MOV10L1 is essential for piRNA biogenesis in germ cells [27,28,30–32,56]. piRNAs orchestrate both post-transcriptional Piwi protein-dependent degradation of L1 transcripts and transcriptional silencing of active L1 transposons through de novo methylation of L1 promoters (Fig 6). In the absence of MOV10L1, L1 is highly upregulated in male germ cells [27] and a study using the L1^tg^ reporter assay has shown that loss of MOV10L1 leads to increased L1 retrotransposition in mouse germ cells [55].

**Fig 6:**
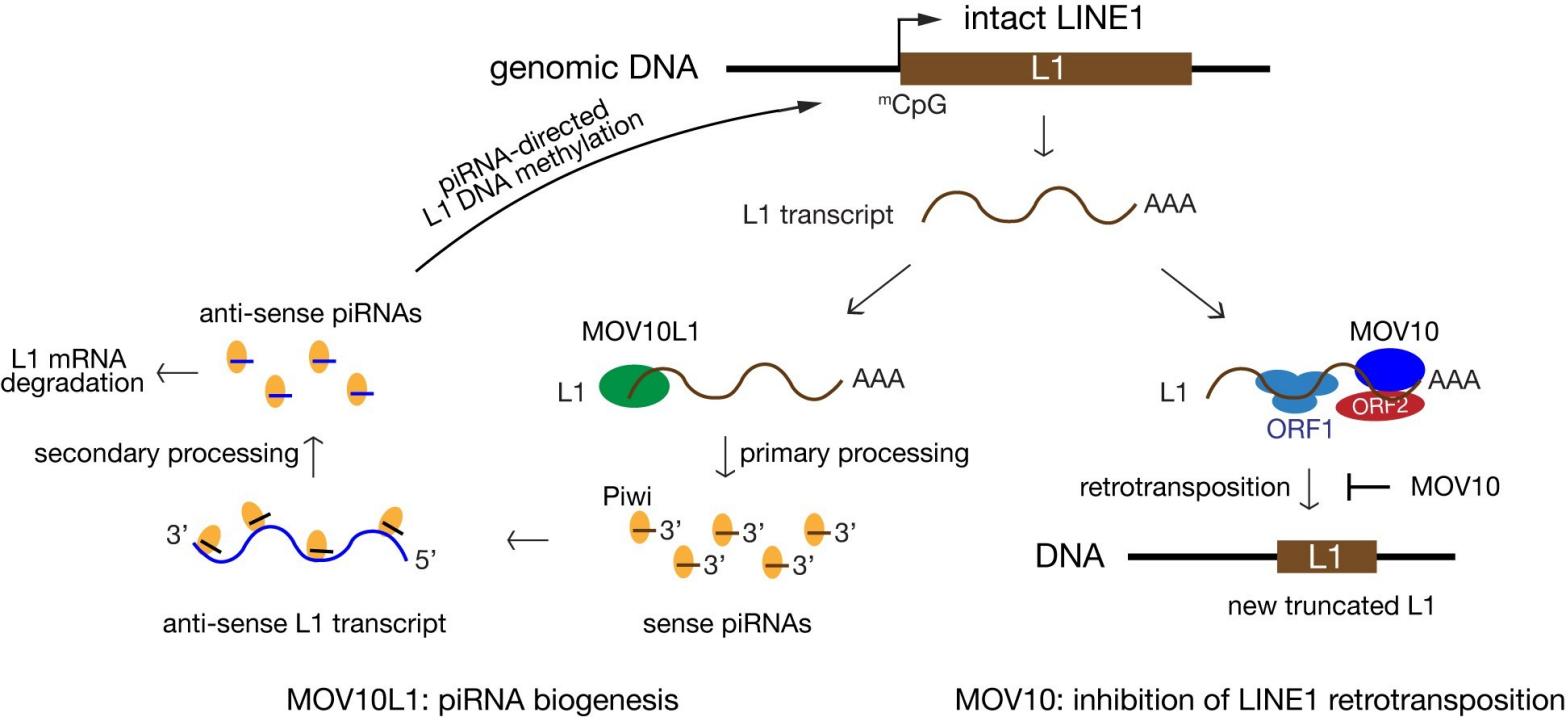
A unifying model on the function of two related RNA helicases (MOV10 and MOV10L1) in the control of retrotransposons. MOV10L1 is a master regulator of biogenesis of all piRNAs. MOV10 is the first *in vivo* host restriction factor of L1 retrotransposition. L1 transcript is normally present at a very low level, due to transcriptional silencing of L1 by methylation of the CpG dinucleotides in the L1 promoter. New L1 insertions are short (<1 kb) and often 5′ truncated due to incomplete reverse transcription.

In contrast to the germline-specific expression pattern of MOV10L1, MOV10 is expressed ubiquitously, and in cultured somatic cells, MOV10 strongly inhibits retrotransposition [42–45]. Here, we have demonstrated that MOV10 is an inhibitor of L1 retrotransposition in mouse (*in vivo*). MOV10 might regulate L1 retrotransposition through several mechanisms. First, MOV10 directly binds to a large number of transcripts including the L1 mRNA [37,57]. Our MOV10 CLIP-seq revealed that MOV10 preferentially binds to 3′ UTRs of transcripts in testis (Fig 2). MOV10 forms a complex with UPF1, an integral component of the NMD pathway, in HEK293T cells [37]. Our study further confirmed the interaction between MOV10 and UPF1 in mouse testis (S1 Fig). UPF1 binds to mRNA 3′ UTRs and is a highly processive helicase [49,50]. Therefore, MOV10 and UPF1 may target L1 mRNA for degradation through remodeling protein complexes on the RNA. In addition, MOV10 sequesters L1 ribonucleoprotein particles in the cytosolic aggregates [58]. However, loss of MOV10 did not change the overall level of L1 transcripts in mouse testis. Second, MOV10 interacts with L1-encoded ORF2 and recombinant MOV10 blocks reverse transcription *in vitro* [48]. In addition, MOV10 interacts with TUT7 uridyltransferase. Uridylation of L1 3′ end inhibits initiation of reverse transcription [47]. Third, MOV10 interacts with RNASEH2 to degrade L1 mRNA in RNA-DNA hybrids. Knockdown of MOV10 or RNASEH2 in cells leads to accumulation of L1-specific RNA-DNA hybrids [46]. Lastly, since MOV10 is associated with L1 ribonucleic particles in cultured cells [34,35], it could inhibit L1 mobilization by interaction with additional proteins present in the particles. Thus, MOV10 likely inhibits LINE1 retrotransposition by multiple mechanisms.

In contrast with the presence of two related RNA helicases (MOV10 and MOV10L1) in vertebrates, *Drosophila* has only one homologous RNA helicase–Armitage, which functions in both the RNAi and piRNA pathways [59,60]. The RNA helicase activity is essential for retrotransposon control by both MOV10 and MOV10L1 [30,31,43]. In vertebrates, *Mov10* is likely to be the ancestral gene, because it is broadly expressed and inhibits retroviruses such as HIV-1, thus serving as an ancient innate anti-viral response. *Mov10l1* likely arose through gene duplication of *Mov10* and evolved to be germ cell-specific [26,61] to protect the genome integrity within the germ line from TEs throughout the vertebrate genomes. The functional specialization of MOV10L1 with the piRNA pathway, which most likely emerged later during evolution to deal with endogenous transposons, permitted generation of retrotransposon-specific piRNAs to mediate their targeted destruction, thus serving as a “de facto” adaptive anti-viral response to protect against retrotransposon mobilization. Thus, vertebrate MOV10 and MOV10L1 repress retrotransposons but by divergent mechanisms—inhibition of retrotransposition (MOV10) and production of piRNAs (MOV10L1) (Fig 6). However, we cannot rule out a possible overlap of function of MOV10 and MOV10L1 in piRNA biogenesis and L1 retrotransposition in germ cells.

While a previous study reported that inactivation of *Mov10* was completely embryonic lethal [48], in our study, the global knockout of *Mov10* caused only partial embryonic lethality and the surviving *Mov10*^-/-^ mice were grossly normal and fertile. The difference in the viability of *Mov10*-deficient mice/embryos could potentially be attributed to genetic backgrounds. The genetic background of the mice in the Skariah study was C57BL/6 [48]. Our mice were on a hybrid genetic background (129 x C57BL/6 x Fvb) and survived, possibly due to hybrid vigor. Another possible explanation could lie in the difference of the knockout strategies. In the Skariah study, a gene trap *Mov10* mutant allele was used, whereas exons 8–14 of *Mov10* were deleted in our study (S3B Fig).

MOV10 is expressed in developing but not adult brain [48]. L1 is active in developing brain (mainly in hippocampus) and generates somatic mosaicism in neuronal progenitor cells [62]. We observed higher frequencies of new L1 insertions in all tissues including brain from *Mov10*^-/-^ L1^tg/tg^ mice. In addition, we observed elevated levels of new L1 insertions in tissues from *Mov10*^+/-^ L1^tg/tg^ mice in comparison with *Mov10*^+/+^ L1^tg/tg^ mice. Consistent with our results, Skariah *et al* reported that the L1 genomic content was higher in the *Mov10* heterozygous brain than the wild type [48]. These findings further support that MOV10 is a dosage-dependent inhibitor of L1 retrotransposition and suggests that the somatic mosaicism of L1 in neuronal progenitor cells may reflect cell-specific expression levels of MOV10. Such findings have broad implications, as it suggests that vertebrates including humans, with only one functional *Mov10* allele, may experience increased retrotransposition of TEs, potentially increasing the number of pathogenic TE insertions.

Despite increased retrotransposition, the surviving *Mov10*^-/-^ mice were fertile. It is possible that most retrotransposition events occur in non-coding genomic regions or disrupt genes in a heterozygous manner. However, as these retrotransposition-mediated mutations accumulate over multiple generations or become homozygous, defects are expected to develop in later generations. Indeed, *Mov10*^-/-^ mice exhibited decreased testis weight, reduced sperm count, and increased defects in testicular histology over generations, with the most severe defects in the third generation. However, the fertility parameters did not continue to worsen beyond the third generation, possibly because gametes with a high load of insertions/mutations were selected against over multiple generations. In addition, MOV10 may regulate biological processes in addition to retrotransposition given that MOV10 binds to a large number of protein-coding transcripts. Therefore, the reproductive defects in *Mov10*^-/-^ mice could be caused by or partially attributed to loss of L1-unrelated functions of MOV10.

MOV10 inhibits retrotransposition of not just L1 but also SINE and IAP retrotransposons in cell culture-based assays [42–45], raising the possibility that it may act as a host restriction factor for all active TEs *in vivo*. The mouse genome harbors ~3000 intact L1 elements. The mouse genome also contains the intracisternal A-particle (IAP) element, an active rodent LTR retrotransposon that is absent in human. SINEs are non-coding elements and hitchhike on L1-encoded proteins for retrotransposition [63,64]. In this study, we tracked the generation of new L1 insertions in tissues from *Mov10*^+/-^ and *Mov10*^-/-^ mice using the L1 reporter transgene. Given the abundance of endogenous retrotransposons, the increase in new insertions derived from the single-copy L1 reporter in *Mov10*^+/-^ and *Mov10*^-/-^ mice could be only the tip of an iceberg in the mobilization landscape of endogenous retrotransposons (L1, SINE, and IAP) in *Mov10* mutant mice.

## Materials and methods

### Ethics statement

Mice were maintained and used for experimentation according to the guidelines of the Institutional Animal Care and Use Committees of the University of Pennsylvania under protocol# 806616.

### Targeted inactivation of the *Mov10* gene

In the *Mov10* targeting construct, a 2.3-kb genomic DNA segment harboring exons 8–14 was flanked by loxP sites (S3B Fig). The two homologous arms (2.3 kb and 1.95 kb) were amplified from a *Mov10*-containing BAC clone (RP24-503L4) by PCR with high-fidelity DNA polymerase. The HyTK selection cassette was cloned before the right arm. V6.5 ES cells were electroporated with the linearized targeting construct, cultured in the presence of hygromycin B (120 μg/ml, Invitrogen), and screened by long-distance PCR for homologously targeted *Mov10*^3lox^ clones. Two *Mov10*^3lox^ ES cell lines were electroporated with the pOG231 plasmid that expresses the Cre recombinase. ES cells were subjected to negative selection with gancyclovir (2 μM; Sigma) for removal of the HyTK cassette. ES cell colonies were screened by PCR. Recombination between the immediate HyTK-flanking loxP sites resulted in the *Mov10*^fl^ allele (S3B Fig). Two *Mov10*^fl^ ES cell lines were injected into B6C3F1 (Taconic) blastocysts that were subsequently transferred to the uteri of pseudopregnant ICR females. The *Mov10*^fl^ allele was transmitted through the germline from chimeric males. *Actb-*Cre mice were used to generate *Mov10* mutant allele [53]. The *Ddx4*-Cre (240 bp) was genotyped with primers CACGTGCAGCCGTTTAAGCCGCGT and TTCCCATTCTAAACAACACCCTGAA. The *Amh*-Cre transgene (305 bp) was genotyped with primers GCATTACCGGTCGATGCAACGAGTG and GAACGCTAGAGCCTGTTTTGCACGTTC. Intercrosses of *Mov10*^+/-^ mice were used to generate *Mov10*^-/-^ mice. The *Mov10* wild type allele (325 bp) was assayed with primers ATCGCCACTAGCCCTGAAGCAT and GCCGCATAGAAACTTAGATCCATCC. The *Mov10*^-^ (knockout) allele (315 bp) was assayed by PCR with primers GCGGTTGTTACAAGAAGGAGTTCTCA and GCCGCATAGAAACT-TAGATCCATCC.

### Genotyping of L1 5′ UTR-ORFeus transgene mice

The L1 5′ UTR-ORFeus transgene (L1^tg^) was produced before [55]. The L1 transgene maps to the first intron of the *Tnr1* gene. The wild type (*Tnr1*) allele (356 bp) was genotyped with ACTGAGTGACCTCGGGTATATTTC and CTGCTGAGCTGTTGTAACTCCTT. The L1 transgene allele (156 bp) was assayed with CGGGCCATTTACCGTAAGTTATGT and CTGCATTCTAGTTGTGGTTTGTCCA. The L1 transgene was introduced into *Mov10-*deficient background by breeding. The parental L1^tg^ allele (1401 bp) and new L1^tg^-derived insertions (500 bp) were genotyped with intron-flanking primers ACCCAACACCCGTGCGTTTTATT and TGGAGTACAACTACAACAGCCACAACGTCT (P1 and P2, Fig 4A).

### Histological and immunofluorescence analyses

For histological analysis, testes and ovaries were fixed in Bouin’s solution at room temperature overnight, embedded with paraffin, and then sectioned at 5 μm. Sections were stained with hematoxylin and eosin. As for immunofluorescence analysis, testes were fixed in 4% paraformaldehyde (in 1×PBS) for 6 hours at 4°C, dehydrated in 30% sucrose (in 1×PBS) overnight and sectioned at 5 μm. The primary and secondary antibodies used for immunofluorescence analyses were listed in S3 Table.

### Immunoprecipitation, mass spectrometry, and Western blotting analyses

For immunoprecipitation (IP), 100 mg P21 testes were lysed in 1 ml RIPA buffer (10 mM Tris, pH 8.0, 140 mM NaCl, 1% Trion X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA) supplemented with 1 mM PMSF. Cell lysates were centrifuged by 16,000 g for 30 min at 4°C, and 1.5% of the supernatant was set aside as input. The remaining lysates were pre-cleared with 30 μl protein G Dynabeads (Thermo Fisher Scientific) for two hours, and then incubated with 3 μg MOV10 antibody (A301-571A, Bethyl lab) or UPF1 antibody (A301-902A, Bethyl lab) or normal rabbit IgG (2729, Cell Signaling) at 4°C for 1 hour. The lysates were then incubated with 30 μl protein G Dynabeads overnight. The immunoprecipitated complexes were washed with the RIPA buffer three times and boiled in 30 μl 2× SDS-PAGE loading buffer at 95°C for 10 minutes. 25 μl of the supernatant was resolved by SDS-PAGE. For MOV10 mass spectrometry, the gel was stained with Coomassie Blue dye, and the bands that were present in the MOV10 lane but absent in the IgG lane were sent for mass spectrometry at Wistar Institute Proteomics Core. For western blot analysis, the resolved proteins were transferred onto a nitrocellulose membrane using iBlot (Invitrogen) and immunoblotted with primary and secondary antibodies (S3 Table).

### MOV10 HITS-CLIP

MOV10 HITS-CLIP was performed as described previously [65]. Testes from P21 mice were collected, de-tunicated, dissociated by mild pipetting in ice-cold HBSS, and followed by UV crosslinking three times at 400 mJ/cm^2^, with 30-second intervals for cooling. Testicular cells were pelleted at 1200 g for 10 min at 4°C, washed with 1×PBS, then the cell pellet was snap-frozen in liquid nitrogen and kept at -80°C if not used immediately. UV light-treated cells (from two testes) were lysed in 700 μl of 1×RIPA buffer (10 mM Tris-HCl, pH 8.0, 140 mM NaCl, 1% Trion X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA) with 1 mM PMSF at 4°C for 1 hour. After that, lysates were treated with 10 μl DNase (Promega) and 2 μl RNase T1 at 37°C for 5 min. The lysates were centrifuged at 90,000g for 30 min at 4°C.

For each immunoprecipitation, 3 μg of rabbit anti-MOV10 polyclonal antibody (A301-571A, Bethyl lab) was bound on protein A Dynabeads in the antibody-binding buffer (0.1 M Na₃PO₄, pH 8, 0.1% IGEPAL CA-630, 5% Glycerol) at 4°C for 3 hours, and then antibody-bound beads were washed three times with 1×PBS. Antibody-bound beads were incubated with lysates at 4°C for 3 hours. Ligation of the ^32^P labeled RL3 RNA adapter was described before [65]. Immunoprecipitation beads were eluted for 10 min at 70°C using 30 μl 2×SDS sample buffer. The eluted samples were separated by 10% precast gels (Biorad, 4561033). Cross-linked RNA–protein complexes were transferred onto the nitrocellulose membrane (Invitrogen, LC2001), and then the membrane was exposed to film overnight. Membrane regions containing the main radioactive signal and up to 15 kDa higher were cut. RNA extraction, 5′ linker ligation (RL5), reverse transcription and two rounds of PCR were performed as described previously [65]. The sequences of the primers for the first PCR (DP3 and DP5) and the second PCR (DSFP3 and DSFP5) were available in S4 Table. The DNA products were resolved on 3% agarose gels and extracted with QIAquick gel extraction kit and submitted for deep sequencing. Four libraries with different indexes (S4 Table) were sequenced on the Illumina HiSeq 2500 platform at 100 cycles. MOV10 HITS-CLIP data were analyzed as previously described [30]. The read density of each CLIP-binding transcript was normalized to reads per million reads (RPM) with the formula: RPM  =  (number of reads mapped to transcripts/total number of mapped reads) × 1,000,000. The MOV10 HITS-CLIP-seq data are available under the GEO accession no: GSE217336.

The expression of MOV10-bound transcripts in mouse somatic tissues was obtained by re-analyzing the published RNA-seq data from these 3-week-old mouse tissues: liver, bone marrow, bone, retina, kidney, prefrontal cortex, and brain stem (S5 Table).

### RNA-seq and data analysis

Total RNA was isolated from 6 pairs of P21 mouse testes (3 pairs of wild type and 3 pairs of *Mov10*^-/-^) using TRIzol reagents (Thermo Fisher Scientific). 1 μg of total RNA from each sample was used to generate RNA-seq libraries using TruSeq Stranded mRNA Library Preparation Kit Set A (Cat. No. RS-122-2101, Illumina) according to the manufacturer’s instruction. The quality of libraries was evaluated using the Agilent 4200 TapeStation (Agilent Technologies). All 6 individual libraries were pooled in equal amount and sequenced with the HiSeq 4000 platform (Illumina). The RNA-seq data are available under the GEO accession no: GSE217336.

Adapter sequences were trimmed and the low-quality reads were removed. The clean reads were mapped to the mouse genome (mm10) using STAR with default parameters. The number of reads mapped to each gene was counted by htseq-count (http://www-huber.embl.de/users/anders/HTSeq/) based on the annotation from ENSEMBL (http://uswest.ensembl.org/) mouse gene annotation v99. The expression of transposable elements was analyzed using TEtranscripts [66]. Identification of differentially expressed genes was performed by edgeR. Differential expression was defined as a fold change greater than 2 and false discovery rate (FDR) < 0.05. FDR was calculated based on Benjamini and Hochberg multiple testing correction.

### Statistics

Statistical analysis was performed with Student’s *t*-test, if not otherwise described.

## Supporting information

S1 Fig MOV10 forms a complex with UPF1 in mouse testis. (A) Identification of MOV10-associated proteins in lysates from postnatal day 20 (P20) mouse testes by immunoprecipitation and mass spectrometry. The gel was stained with Coomassie Blue dye. The two bands indicated by vertical lines in the MOV10 immunoprecipitation lane were subjected to protein identification by mass spectrometry. (B) Co-immunoprecipitation analysis of MOV10 and UPF1 in P20 *Mov10*^+/+^ and *Mov10*^-/-^ testes. IP was performed with anti-MOV10 antibody. (C) Reciprocal co-immunoprecipitation analysis of MOV10 and UPF1 in P20 wild type testes. IP was performed with anti-UPF1 antibody.
(TIF) Click here for additional data file.

S2 Fig Expression and subcellular localization of MOV10 in mouse testis and ovary. (A) Western blot analysis of MOV10 in developing mouse testes. The timing of the first appearance of spermatogonia, preleptotene spermatocytes, pachytene spermatocytes, round spermatids, and elongated spermatids in developing testes is shown. ACTB serves as a loading control. (B) Immunofluorescence of MOV10 in frozen sections of mouse testes at different ages and 8-week-old ovary. The expression levels of MOV10 are depicted in different colors at the bottom diagram. The stage of seminiferous tubules in 8-week-old testis is shown in roman numerals. GC, gonocytes; Sg, spermatogonia; SC, Sertoli cells; Lep, leptotene; Zyg, zygotene; Pa, pachytene; RS, round spermatids; ES, elongated spermatids. Scale bar, 50 μm.
(TIF) Click here for additional data file.

S3 Fig The domain structure of mouse MOV10, targeted inactivation of the *Mov10* gene, and *Mov10* mouse mutants. (A) Schematic diagram of the mouse MOV10 RNA helicase domains. The two different RNA helicase domains are color coded. (B) Targeted inactivation of the *Mov10* gene. Targeting vector, floxed conditional allele, and knockout allele are shown. The *Mov10* gene has 21 exons based on the cDNA under accession number NM_001163440.1. Deletion of exons 8–14 encoding aa 455–807 removes the first RNA helicase domain (in green) and results in a frame shift in the resulting transcript. The protein regions encoded by colored exons match those in panel A. (C) Immunofluorescence of MOV10 in frozen sections of testes from 8-week-old *Mov10*^+/+^, *Mov10*^fl/fl^ *Amh-Cre* (Sertoli cell-specific conditional knockout), *Mov10*^fl/-^ *Ddx4-Cre* (Germ cell-specific conditional knockout), and *Mov10*^-/-^ (global knockout) mice. The meshwork-like green fluorescence pattern in *Mov10*^fl/-^ *Ddx4-Cre* testis section is due to the expression of MOV10 in the cytoplasm of Sertoli cells, but is absent in *Mov10*^fl/fl^ *Amh-Cre* testis section as expected. Sg, spermatogonia; PreL, preleptotene spermatocytes; Lep, leptotene spermatocyte; Sertoli, Sertoli cells. Scale bar, 50 μm.
(TIF) Click here for additional data file.

S4 Fig Histology of testes and ovaries from 8-week-old wild type and *Mov10*^-/-^ mice. Arrows in the ovaries indicate follicles. Abbreviations: Pa, pachytene spermatocytes; RS, round spermatids; ES, elongated spermatids. Scale bars, 50 μm.
(TIF) Click here for additional data file.

S1 Table MOV10 CLIP-seq data. (XLSX) Click here for additional data file.

S2 Table List of DE genes in *Mov10* KO testes and GO analysis. (XLSX) Click here for additional data file.

S3 Table Primary and secondary antibodies. (DOCX) Click here for additional data file.

S4 Table Primers used in MOV10 HITS-CLIP. (DOCX) Click here for additional data file.

S5 Table RNA-seq datasets from postnatal day 21 (P21) mouse tissues used in Fig 2E. (DOCX) Click here for additional data file.

S6 Table Numerical data underlying graphs in Figs 4 and 5. (XLSX) Click here for additional data file.

# Supplementary material for: The MOV10 RNA helicase is a dosage-dependent host restriction factor for LINE1 retrotransposition in mice
**Source:** PLoS Genet. 2023 May 1;19(5):e1010566. doi: 10.1371/journal.pgen.1010566
**Supplement:** S3 Table

**S3 Table. Primary and secondary antibodies.**

| Antibody | Host | Producer | Cat. No/reference | Dilution | |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  | WB | IF |
| MOV10 | Rabbit | Bethyl lab | A301-571A | 1:1000 | 1:300 |
| UPF1 | Rabbit | Bethyl lab | A301-902A | 1:1000 |  |
| ACTB | Mouse | Sigma | A5441 | 1:5000 |  |
| TEX19 | Rabbit | Custom-made | [67] | 1:500 |  |
| Histone H3 | Rabbit | Cell Signalling | 9715S | 1:2000 |  |
| SYCP3 | Rabbit | Preoteintech | 23024-I-AP | 1:1000 |  |
| Anti-Rabbit IgG Fluorescein | Goat | Vector Laboratories | FI-1000 |  | 1:200 |
| Anti-mouse IgG,  HRP-linked Antibody | Horse | Cell Signaling | 7076S | 1:5000 |  |
| Anti-rabbit IgG,  HRP-linked Antibody | Goat | Cell Signaling | 7074S | 1:5000 |  |

# Supplementary material for: The MOV10 RNA helicase is a dosage-dependent host restriction factor for LINE1 retrotransposition in mice
**Source:** PLoS Genet. 2023 May 1;19(5):e1010566. doi: 10.1371/journal.pgen.1010566
**Supplement:** S4 Table

**S4 Table.** **Primers used in MOV10 HITS-CLIP.**

| Primer name | Primer sequence |  | | |  |  |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |
| RL3 (-P) | 5′-OH GUGUCAGUCACUUCCAGCGG 3′-Inverted dT | |  |  | |  |
| RL3 (+P) | 5′-p GUGUCAGUCACUUCCAGCGG 3′-Inverted dT | |  | |  | |
| RL5 | 5′-OH AGGGAGGACGAUGCGGNNNNG 3′-OH | |  | |  | |
| DP3 | 5′-CCGCTGGAAGTGACTGACAC-3′ | |  | |  | |
| DP5 | 5′-AGGGAGGACGATGCGG-3′ | |  | |  | |
| DSFP3 | 5′-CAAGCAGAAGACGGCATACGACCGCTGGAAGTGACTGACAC-3′ | |  | |  | |
| DSFP5-CGTA | 5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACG  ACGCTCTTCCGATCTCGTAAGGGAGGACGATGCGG-3′ | |  | |  | |
| DSFP5-GATC | 5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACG  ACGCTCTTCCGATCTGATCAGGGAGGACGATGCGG-3′ | |  | |  | |
| DSFP5-GTGC | 5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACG  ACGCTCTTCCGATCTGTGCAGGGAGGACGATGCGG-3′ | |  | |  | |
| DSFP5-CTAG | 5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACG  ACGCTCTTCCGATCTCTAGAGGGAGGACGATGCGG-3′ | |  | |  | |

# Supplementary material for: The MOV10 RNA helicase is a dosage-dependent host restriction factor for LINE1 retrotransposition in mice
**Source:** PLoS Genet. 2023 May 1;19(5):e1010566. doi: 10.1371/journal.pgen.1010566
**Supplement:** S5 Table

**S5 Table. RNA-seq datasets from postnatal day 21 (P21) mouse tissues used in Fig 2E.**

| **Tissue** | **Age** | **BioProject Accession** | **References** |
| --- | --- | --- | --- |
| Testis | P21 | PRJNA282462 | [1] |
| Testis | P21 | PRJNA298627 | [2] |
| Testis | P21 | PRJNA362514 | [3] |
| Testis | P21 | PRJNA138249 | [4] |
| Testis | P21 | PRJNA433934 | N/A |
| Kidney | P21 | PRJNA414151 | [5] |
| kidney | P21 | PRJNA285844 | [6] |
| Brainstem | P21 | PRJNA401713 | [7] |
| Bone | P21 | PRJNA490833 | [8] |
| Retina | P21 | PRJNA226093 | [9] |
| Retina | P21 | PRJNA269130 | [10] |
| Retina | P21 | PRJNA149389 | [11] |
| Retina | P21 | PRJNA363051 | [12] |
| Bone marrow | P21 | PRJNA523925 | N/A |
| Liver | P21 | PRJNA433590 | N/A |
| Cortex | P21 | PRJNA317986 | [13] |

**References**

1. Kistler WS, Baas D, Lemeille S, Paschaki M, Seguin-Estevez Q, Barras E, et al. RFX2 Is a Major Transcriptional Regulator of Spermiogenesis. PLoS Genet. 2015;11(7):e1005368. Epub 20150710. doi: 10.1371/journal.pgen.1005368. PubMed PMID: 26162102; PubMed Central PMCID: PMCPMC4498915.

2. Li W, Park JY, Zheng D, Hoque M, Yehia G, Tian B. Alternative cleavage and polyadenylation in spermatogenesis connects chromatin regulation with post-transcriptional control. BMC Biol. 2016;14:6. Epub 20160122. doi: 10.1186/s12915-016-0229-6. PubMed PMID: 26801249; PubMed Central PMCID: PMCPMC4724118.

3. Yang X, Yang Y, Sun BF, Chen YS, Xu JW, Lai WY, et al. 5-methylcytosine promotes mRNA export - NSUN2 as the methyltransferase and ALYREF as an m(5)C reader. Cell Res. 2017;27(5):606-25. Epub 20170418. doi: 10.1038/cr.2017.55. PubMed PMID: 28418038; PubMed Central PMCID: PMCPMC5594206.

4. Vourekas A, Zheng Q, Alexiou P, Maragkakis M, Kirino Y, Gregory BD, et al. Mili and Miwi target RNA repertoire reveals piRNA biogenesis and function of Miwi in spermiogenesis. Nature structural & molecular biology. 2012;19(8):773-81. doi: 10.1038/nsmb.2347; 10.1038/nsmb.2347.

5. Zhao J, Lupino K, Wilkins BJ, Qiu C, Liu J, Omura Y, et al. Genomic integration of ERRgamma-HNF1beta regulates renal bioenergetics and prevents chronic kidney disease. Proc Natl Acad Sci U S A. 2018;115(21):E4910-E9. Epub 20180507. doi: 10.1073/pnas.1804965115. PubMed PMID: 29735694; PubMed Central PMCID: PMCPMC6003475.

6. Lakhia R, Hajarnis S, Williams D, Aboudehen K, Yheskel M, Xing C, et al. MicroRNA-21 Aggravates Cyst Growth in a Model of Polycystic Kidney Disease. J Am Soc Nephrol. 2016;27(8):2319-30. Epub 20151217. doi: 10.1681/ASN.2015060634. PubMed PMID: 26677864; PubMed Central PMCID: PMCPMC4978047.

7. Lizen B, Moens C, Mouheiche J, Sacre T, Ahn MT, Jeannotte L, et al. Conditional Loss of Hoxa5 Function Early after Birth Impacts on Expression of Genes with Synaptic Function. Front Mol Neurosci. 2017;10:369. Epub 20171115. doi: 10.3389/fnmol.2017.00369. PubMed PMID: 29187810; PubMed Central PMCID: PMCPMC5695161.

8. Quarto N, Shailendra S, Meyer NP, Menon S, Renda A, Longaker MT. Twist1-Haploinsufficiency Selectively Enhances the Osteoskeletal Capacity of Mesoderm-Derived Parietal Bone Through Downregulation of Fgf23. Front Physiol. 2018;9:1426. Epub 20181015. doi: 10.3389/fphys.2018.01426. PubMed PMID: 30374308; PubMed Central PMCID: PMCPMC6196243.

9. Roger JE, Hiriyanna A, Gotoh N, Hao H, Cheng DF, Ratnapriya R, et al. OTX2 loss causes rod differentiation defect in CRX-associated congenital blindness. J Clin Invest. 2014;124(2):631-43. Epub 20140102. doi: 10.1172/JCI72722. PubMed PMID: 24382353; PubMed Central PMCID: PMCPMC3904630.

10. Kevany BM, Zhang N, Jastrzebska B, Palczewski K. Animals deficient in C2Orf71, an autosomal recessive retinitis pigmentosa-associated locus, develop severe early-onset retinal degeneration. Hum Mol Genet. 2015;24(9):2627-40. Epub 20150123. doi: 10.1093/hmg/ddv025. PubMed PMID: 25616964; PubMed Central PMCID: PMCPMC4383867.

11. Brooks MJ, Rajasimha HK, Roger JE, Swaroop A. Next-generation sequencing facilitates quantitative analysis of wild-type and Nrl(-/-) retinal transcriptomes. Mol Vis. 2011;17:3034-54. Epub 20111123. PubMed PMID: 22162623; PubMed Central PMCID: PMCPMC3233386.

12. Campla CK, Breit H, Dong L, Gumerson JD, Roger JE, Swaroop A. Pias3 is necessary for dorso-ventral patterning and visual response of retinal cones but is not required for rod photoreceptor differentiation. Biol Open. 2017;6(6):881-90. Epub 20170615. doi: 10.1242/bio.024679. PubMed PMID: 28495965; PubMed Central PMCID: PMCPMC5483026.

13. Li Q, Guo S, Jiang X, Bryk J, Naumann R, Enard W, et al. Mice carrying a human GLUD2 gene recapitulate aspects of human transcriptome and metabolome development. Proc Natl Acad Sci U S A. 2016;113(19):5358-63. Epub 20160426. doi: 10.1073/pnas.1519261113. PubMed PMID: 27118840; PubMed Central PMCID: PMCPMC4868425.

How the deposited data were processed for this re-analysis (not part of the article)

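10 libraries of P21 mouse testes were used: 4 of MOV10 CLIP-seq from wild type testes (replicates 1, 2, 3 and 5), 3 of RNA-seq from wild type testes and 3 of RNA-seq from *Mov10*-/- testes. The authors deposited raw counts of reads per Ensembl gene for each, with totals of reads outside genes, ambiguous, not unique and not aligned. For RNA-seq the methods name adapter trimming, STAR on mm10 and htseq-count on Ensembl v99. For CLIP-seq they refer to earlier work, and the count files have the same layout and gene list.

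Gene names, biotypes and coordinates came from a reference annotation of mm10 that is not the version the authors name; 55240 of the 55421 genes in the files matched it. Transposable elements, read positions along transcripts, tissues other than testis and gene ontology terms were not analysed here. 6 of the 8 library columns of S2 Table match the RNA-seq libraries used (across 1341 genes, correlations of 0.965 to 0.987), while the methods name 6 libraries. S1 Table and S2 Table were held only in part, with 1996 and 2022 lines shown, so that an absent gene says nothing.

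Depth is given with each experiment. RNA-seq libraries had 5083407 to 9230540 reads on genes, so that 1 read stood for 0.108 to 0.197 RPM. The CLIP-seq libraries had 3404 to 4934, so that differences of a few reads decide a ratio. A count of 0 was read as up to 3 counts.

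The comparison of genotypes used edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3, on genes above 1 RPM in at least 3 of 6 libraries, with a fold change over 2 and an adjusted p under 0.05. It was fixed before the data were examined. The methods name edgeR but not which of its tests. DESeq2 1.42.0, edgeR's exact test and limma 3.58.1 (voom) were set as alternatives, with other normalizations, filters, a block on the replicate number and each replicate left out. On simulated counts for 20240 genes, 200 were changed 4-fold. The quasi-likelihood test recovered 162 and called 5 others, the exact test 182 and 28, and DESeq2 183 and 30. Voom gave 163 and 5, and the likelihood ratio test 185 and 34. Genes were drawn independently, and only genes above a minimum of expected reads were changed. These counts therefore say little about power where genes vary together.

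MOV10 binding was the ratio of mean RPM in CLIP-seq to mean RPM in wild type RNA-seq, without a pseudocount, for genes with at least 10 counts in each assay; above 10 was highly, 1 to 10 moderately and under 0.1 weakly bound. The plan, written before the data were examined, had 4 separate CLIP-seq libraries. After the counts showed that replicates 1, 2 and 3 differed by less than sampling noise, their RPM was averaged into that of 1 library. For the test their reads were summed, and the minimum of 10 counts still summed all 4 libraries. The plan's version is given as an alternative. RPM was computed over reads counted on genes, while the paper's formula divides by all mapped reads; that version was added after seeing the data.

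Alternatives added after seeing the data were edgeR's likelihood ratio test, the spermatid score as a covariate, the genes near Mov10 called by the likelihood ratio test or at an unadjusted p under 0.05, all mapped reads as the library total, and the CLIP-seq test without each wild type replicate. Some tests in the closing section took more than one form. The test of cell composition first compared lists with the spread between genes and was replaced by one against the spread between libraries, because genes are not replicates. The test of a cluster on chromosome 17 was run on both directions and then on higher genes alone. The draws without binding preference were read at 10 counts and at 1 count. The test of maturation was computed for all 3 choices of wild type testes, and its median decides.

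Marker lists for 11 cell types or processes were written before the data were examined (spermatid, spermatocyte, spermatogonia, Sertoli, Leydig, peritubular and endothelial, macrophage, antiviral, adipocyte, epididymis and mesothelium) and tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Named genes were set by rule beforehand: Mov10, Upf1 and Mov10l1, up to 5 called protein-coding genes per direction, the first genes of S2 Table, and for binding the 5 genes with the highest ratio among those with at least 10 reads in every CLIP-seq and every wild type RNA-seq library, and the first genes of S1 Table. Tables and figures were made with Python 3.11.15.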

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

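In this part, the test of replicates 1, 2 and 3 as one library, those of fat tissue, and the reading of RNA without a poly(A) tail were chosen after the results were seen.

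CLIP-seq replicate 5 lay far from the other 3 libraries in 4 of 14 measures compared, where chance gives about 1 in 20. Its share of reads counted on genes was 0.0521% (95% Wilson interval 0.0507% to 0.0536%) and its ambiguous share 0.00326% (0.00292% to 0.00365%). Mllt6 had 4864 RPM and mt-Nd5 2027 RPM in it. A candidate explanation is that replicates 1, 2 and 3 are one library sequenced more than once: the largest chi-square over degrees of freedom among their pairs was 0.237, where separate sampling gives about 1. Replicates that close make any further library stand apart, so these measures say nothing against replicate 5 itself. The legend of Fig 2B names 2 positions on the gel for the libraries; the labels do not say which library came from which, so a difference in position was not tested and stays open.

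Few reads were counted on genes in every CLIP-seq library. Of all reads, 99.5% to 99.6% were not aligned, a loss that comes before counting and whose cause was not tested. Of the reads placed either on a gene or outside all genes, 82.2% to 90.9% lay outside. Counting on the opposite strand could leave reads only where genes overlap on both strands, but genes overlapped by at least 200 nucleotides of exons of the other strand held 0.65 times the CLIP-seq reads of other genes of the same expression, which argues against it.

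Small nuclear RNAs, which the paper does not discuss, made up 2.37% of the CLIP-seq reads on genes and 0.00595% of the wild type RNA-seq reads. Of the genes with a ratio above 10, 15.9% were not protein-coding, against 1.88% of those between 1 and 10. RNAs without a poly(A) tail may be missing from the RNA-seq denominator; the data hold no libraries without poly(A) selection, so this and binding by MOV10 cannot be told apart.

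The adipocyte list rose in *Mov10*-/- testes, with a median log2 fold change of 0.43 over 24 genes tested, 8 of them higher in every *Mov10*-/- library (chance gives 10% in either direction) and a camera adjusted p of 2.66e-07 with Benjamini-Hochberg adjustment, which held under neither fry (0.0919) nor an estimated correlation (0.309). Without *Mov10*-/- replicate 2 the median was 0.23, and without wild type replicate 1 it was 0.65. In 1 of the 10 splits of the 6 libraries the camera p was as small, the real split. S2 Table shows 7 of the 24 genes, and 20 of the 24 were above 1 RPM in every wild type library. Of the 7, 6 were higher in every *Mov10*-/- library (median 2.35). Among the 17 it does not show, 2 were higher in every *Mov10*-/- library and the median was 0.33. Whether S2 Table shows a gene depends on its change, so this split decides nothing. Among the list's more abundant genes, Pnpla2 (log2 fold change 0.03), Lipe (-0.44), Scd1 (0.45), Cidea (0.33) and Plin1 (0.37) overlapped between genotypes. Aqp7 (-3.02) was lower in every *Mov10*-/- library, and Lpl (1.08) was higher in every one. So was Car3 (2.29), which was less abundant in wild type testes, at 6.46 CPM. Fat tissue carried over with the testes may explain the rise; no value here decides it, and genotype stays open as well.

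The mesothelium list had a median log2 fold change of 1.33 over 12 genes tested, with 6 higher in every *Mov10*-/- library, against 10% by chance in either direction, and a camera adjusted p of 1.31e-05 with Benjamini-Hochberg adjustment (0.157 with fry, 0.309 with an estimated correlation). In 4 of the 10 splits of the libraries the camera p was as small. Without *Mov10*-/- replicate 2 the median was 0.73. Tissue at the surface of the testis could differ between dissections; this was not tested beyond these splits.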

How the results depend on the processing

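Alternatives were set before the data were examined except edgeR's likelihood ratio test, the spermatid score as covariate, genes near Mov10 at an unadjusted p under 0.05, all mapped reads as library total, and the CLIP-seq test without each wild type replicate, which were chosen after seeing the data. The plan had 4 separate CLIP-seq libraries, and averaging replicates 1 to 3 was chosen after seeing the data; the plan gave 123 highly and 144 moderately bound genes, 4 UPF1 targets and 118 genes in the test. Unless a value shows it, the cause was not tested.

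Between genotypes, 1 protein-coding gene was called lower and 0 higher. At an unadjusted p under 0.05 with no minimum fold change, these were 1515 and 1003. With the main thresholds, DESeq2 gave 618 lower and 39 higher, the exact test 621 and 47, and the likelihood ratio test 666 and 54. Of the genes called by the likelihood ratio test, DESeq2 shared 621 and the exact test 668. Library totals gave 2 higher and so did the RPM filter after the test. The block on the replicate number gave 94 lower and 20 higher. It rests on replicates 2 and 3, because numbers 1 and 4 occur in 1 genotype each. Deviations of libraries with the same number correlated at -0.463 and -0.344. This gives no sign that the numbers pair the mice, but so few libraries cannot settle it. With each replicate left out, 0 to 1 were lower and 0 higher, and the Mov10 log2 fold change was -2.08 to -1.93; Mov10 lost its call without *Mov10*-/- replicate 3 (-1.98), *Mov10*-/- replicate 4 (-1.98) or wild type replicate 3 (-1.93). With the real grouping, 1 of the 10 splits gave as many lower genes; for higher genes 10 of 10 did, which says nothing because the count was 0; for the likelihood ratio test 1 of 10 did, with 720 genes against 0 to 12. The counts at an unadjusted p under 0.05 became 955 to 1684 lower and 458 to 1072 higher with each replicate left out. The block on the replicate number gave 974 and 247 of these. The spermatid score as covariate gave 613 and 653, which reverses the balance. Near Mov10, 1 gene was called within 20 Mb, and 0 with Mov10 left out (77 genes at an unadjusted p under 0.05). The likelihood ratio test called 23 there.

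Camera calls for lists were lost under other tests. With an estimated correlation the adjusted p was 0.309 for the adipocyte, mesothelium, peritubular and endothelial, Sertoli and spermatid lists, 0.543 for antiviral, and 0.555 for Leydig and spermatogonia. With fry it was 0.0919 for adipocyte, 0.287 for antiviral, 0.47 for Leydig, 0.157 for mesothelium, 0.0998 for peritubular and endothelial and for Sertoli, 0.21 for spermatid and 0.288 for spermatogonia (all Benjamini-Hochberg). The block on the replicate number gave 0.0911 for antiviral. Across the fits that each left out one replicate, camera adjusted p ranged from 0.00109 to 0.588 for Leydig, 7.48e-06 to 0.0795 for antiviral, 0.00462 to 0.127 for spermatogonia, 0.0242 to 0.869 for spermatocyte, 0.0143 to 0.548 for epididymis and 0.0104 to 0.738 for macrophage. The adipocyte, mesothelium, peritubular and endothelial, Sertoli and spermatid lists stayed under 0.05 in each of these fits.

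Highly bound genes numbered 107, and 797 with a minimum of 1 count, 408 for genes above 1 RPM in every wild type library, 20 with TMM and 18 with all mapped reads as the total; moderately bound genes numbered 160, and 2351 and 2349 under the first 2 of these. UPF1 targets highly bound were 3, and 0 with TMM or with all mapped reads, and 5 with medians over libraries. Leaving out each replicate gave 95 to 128 highly bound genes, 139 to 172 moderately bound and 3 to 5 UPF1 targets (5 without CLIP-seq replicate 5). The test gave 114 genes with an estimate over 10-fold and 17 with TMM. With 4 CLIP-seq libraries and a block on the replicate number it gave 128. Under that block CLIP-seq replicate 5 does not count, since no wild type library has its number. The test was not run without CLIP-seq replicate 5, which leaves 1 CLIP-seq library.

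The correlation of binding with expression (-0.749) was -0.715 with separate wild type libraries, -0.71 with *Mov10*-/- expression and -0.785 with 4 separate CLIP-seq libraries, and reversed to 0.197 with CLIP-seq RPM as binding and 0.338 for genes above 1 RPM, of which 15199 of 18779 had no CLIP-seq read and a ratio of 0; for genes with 1 count it was -0.763. Binding against log2 fold change (0.337) was 0.201 with *Mov10*-/- RNA-seq as denominator and 0.0982 with CLIP-seq RPM, and 0.146 to 0.434 with each replicate left out (0.156 without wild type replicate 2). Among single named genes, 23 values moved and 33 passed the threshold that they had missed.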

Differences from the paper's values

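The paper reports 926 lower and 60 higher protein-coding genes, against 1 and 0. The 1515 and 1003 at an unadjusted p under 0.05 carry no minimum fold change, so they are not comparable with the paper's counts. Among the alternatives set before the data were examined, DESeq2 (618) and the exact test (621) came within 1.5 times of the paper's lower count, and the exact test (47) of its higher count, while DESeq2's 39 did not; the other settings did not. The likelihood ratio test, chosen after seeing the values, came within it for both (666 and 54).

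The paper reports 2305 highly and 7174 moderately bound transcripts, against 107 and 160; none of the alternatives closed either gap, the nearest being 797 and 2351 with a minimum of 1 count. In the count files 4140 genes had any CLIP-seq read, fewer than the paper's 2 numbers together. The CLIP-seq values of the 4 libraries in S1 Table, multiplied by gene length, had Spearman correlations of 0.455 to 0.577 with those counts over 1544 genes. Whether the paper's numbers came from these counts is therefore not known, and the gap is no test of them. Of the paper's 41 highly bound UPF1 targets, 3 had a ratio above 10, and at most 5 under any alternative. The paper's fold enrichments for St8sia2 and Flrt1 in S1 Table are 412.9 and 400.553, against 5.29 and 13.2 without a minimum.

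S2 Table's own log2 fold changes and those computed here had a Pearson correlation of 0.983 over 1341 genes, and all 1341 had the same sign.

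S2 Table, the paper's own, calls BC023719, Gm36684, Gm43305, Gm4134, Gm10260 and Gm10406, which were not called here. Library totals called BC023719, Gm10260, Gm10406. DESeq2 called all 6. The exact test called all 6. Limma-voom called BC023719. The RPM filter after the test called BC023719, Gm36684, Gm43305, Gm4134, Gm10260. The replicate block called all 6. The likelihood ratio test, chosen after seeing the values, called all 6.

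The paper finds no correlation between MOV10 binding and the change in *Mov10*-/- testes; across genes it was 0.337 here, and 0.0982 with CLIP-seq RPM as binding. The paper's methods name 6 RNA-seq libraries, while S2 Table holds 8 library columns.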

Other observations

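The tests of maturation, cell composition, chromosome 17, reads left on Mov10, the draws for binding against expression and the splits for binding against fold change were chosen after the results were seen, and the test near Mov10 at an unadjusted p after only Mov10 was called.

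The spermatid list (median log2 fold change -2.11) is not explained by depth, since it was -2.01 with every library downsampled to the smallest, nor by GC content and gene length, since 20 matched genes per list gene had a median of 0.00113. In 2 of the 10 splits of the libraries the camera p was as small. Differences in maturation between individual testes may contribute. Across all 20240 genes tested, the difference between 2 wild type testes correlated with the difference of *Mov10*-/- testes from the third at -0.458 as the median of 3 choices, -0.532, -0.458 and -0.0319. A delay caused by the genotype would give the same pattern, so the 2 cannot be told apart. A lower share of spermatids in otherwise unchanged tissue could raise all other cell types alike; the gap between the highest and lowest of their lists was 1.48 standard errors across libraries, too few libraries to tell.

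Splits of the 6 libraries with a camera p as small numbered 4 of 10 for antiviral, 5 for epididymis, 6 for Leydig, 7 for macrophage, 3 for peritubular and endothelial, 3 for Sertoli, 9 for spermatocyte and 5 for spermatogonia. The remaining medians of log2 fold change were 0.27 for Sertoli (camera adjusted p 2.24e-05), 0.33 for peritubular and endothelial (0.00267), 0.24 for spermatogonia (0.00934), 0.19 for Leydig (0.0357), 0.22 for macrophage (0.34), 0.04 for spermatocyte (0.619) and -0.05 for the 3 epididymis genes (0.344), with Benjamini-Hochberg adjustment. Leaving out 1 library moved some medians in both directions. That of Leydig was 0.10 without *Mov10*-/- replicate 2, wild type replicate 2 or wild type replicate 3, and 0.32 without wild type replicate 1. For macrophage it was 0.06 without *Mov10*-/- replicate 2 and 0.46 without wild type replicate 1. For spermatogonia it was 0.12 without *Mov10*-/- replicate 2, 0.11 without wild type replicate 2 and 0.29 without wild type replicate 3. For epididymis it was -2.06 without *Mov10*-/- replicate 2 and 0.08 without wild type replicate 2.

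Loss of reads on the deleted exons alone would leave 70.5% of the Mov10 reads, and 25.0% were left, which argues against it as the whole reason.

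Strain variants linked to the Mov10 allele could change neighbouring genes. Within 20 Mb, Mov10 left out, 15.0% of genes had an unadjusted p under 0.05 against 17.6% elsewhere (two-sided Fisher exact p = 0.141). This shows no excess, but a few linked genes would not show against that background, so it stays open. Genes over 4-fold different with non-overlapping groups were also searched for clusters. On chromosome 17 a 10 Mb window held 10 of them, not above 1000 permutations of positions, which leaves a variant there open. Among higher genes alone, a narrower test run after the first, 5 of 49 lay in that window (Lta, H2-T-ps, H2-T10, BC023719 and Gm4134, chosen after their values were seen; permutation p = 0.002). A strain variant may explain this, but 9 histone genes on chromosome 13 clustered as strongly (permutation p = 0.001, the smallest the permutations can give), so the test cannot tell a variant from genes that rise together.

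The inverse relation of binding and expression may come from expression in the denominator of the ratio and the count minimum: in 100 draws with no preference the median correlation was -0.915, against -0.749, and at a minimum of 1 count -0.78 (-0.793 to -0.761) against -0.763, which lies inside the draws. The denominator alone makes a correlation negative, so this does not decide it. At 10 counts, CLIP-seq RPM rose less with expression than in any draw, 0.197 against 0.252 to 0.704, so whether part of the relation is binding stays open. The number of genes above a ratio of 10 was 107 against 0 to 3 in the draws, and 797 against 300 to 396 at 1 count.

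For binding against log2 fold change, wild type libraries shared by both measures could give a correlation. It was as large in 0 of 100 simulations of unchanged groups, but those drew genes independently and so understate the spread. In 3 of the 10 splits of the 6 libraries the correlation was as large in either direction, the real one included.

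Among the 268 genes that passed the minimum of 10 reads in each assay, the highest ratio was that of Pax1, 2336, from 0, 1, 1 and 13 CLIP-seq reads in replicates 1, 2, 3 and 5, and Car3 had 189 from 0, 2, 0 and 11; both were chosen after their values were seen and rest on replicate 5. The ratio of Pax1 rests on wild type replicate 2 as well, since the wild type reads were 2, 12 and 0.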
